# Warming stimulates cellulose decomposition by recruiting phylogenetically diverse but functionally similar microorganisms

**DOI:** 10.1093/ismeco/ycae152

**Published:** 2025-03-03

**Authors:** Yifan Su, Xue Guo, Yamei Gao, Jiajie Feng, Linwei Wu, Jiesi Lei, Suo Liu, Qun Gao, Yufei Zeng, Wei Qin, Zheng Shi, Zhengxiong Liang, Zhencheng Ye, Mengting Yuan, Daliang Ning, Liyou Wu, Jizhong Zhou, Yunfeng Yang

**Keywords:** cellulose decomposition, litterbags, soil respiration, microbial functional traits, warming effects, temperate grasslands

## Abstract

Cellulose is the most abundant component of plant litter, which is critical for terrestrial carbon cycling. Nonetheless, it remains unknown how global warming affects cellulose-decomposing microorganisms. Here, we carried out a 3-year litterbag experiment to examine cellulose decomposition undergoing +3°C warming in a tallgrass prairie. Most cellulose-associated bacteria and fungi in litterbags were also detected in bulk soil, and bacteria in litterbags had higher community-level *rrn* copy numbers, larger genome sizes, and higher genome guanine-cytosine (GC) contents than those in bulk soil, implying higher growth rates. Warming stimulated soil respiration by 32.3% and accelerated mass loss of cellulose, concurring with the increase in relative abundances of most functional genes associated with carbon decomposition in litterbags. Incorporating cellulose-decomposing genes into an ecosystem model reduced model parameter uncertainty and showed that warming stimulated microbial biomass, activity, and soil carbon decomposition. Collectively, our study supports a trait-centric view since cellulose-decomposing genes or genomic traits are amenable for ecosystem modeling. By characterizing the phylogenetically diverse yet functionally similar cellulose-associated microorganisms and their responses to warming, we take a step toward more precise predictions of soil carbon dynamics under future climate scenarios.

## Introduction

Microbial decomposition of organic matter is crucial for the cycling of carbon and other nutrients in terrestrial ecosystems [1, 2]. This process fosters the allocation of plant litter carbon to the soil carbon pool, which is essential for maintaining carbon balance [3]. Since the enzyme activity [4], biomass [5], diversity [6], and composition [7] of soil microbial communities are intimately affected by temperature, global warming has the potential to accelerate microbial decomposition rates, profoundly affecting soil carbon flux and stock [8]. Therefore, understanding microbial communities and their carbon-decomposing capacities under warming could improve our prediction about the direction and magnitude of future climate changes.

Plant litter is the primary source of aboveground carbon input to soils in a tallgrass prairie, where 19% of aboveground plant litter carbon loss becomes soil organic carbon, while the rest is mineralized to CO_2_ [9]. Cellulose typically accounts for 35%–50% of plant dry weight [10], serving as the main substrate during grass litter decomposition [11]. Although cellulose is more labile than recalcitrant litter compounds, such as lignin and alkyl carbon, it is insoluble and requires hydrolyzation into small oligosaccharides by extracellular enzymes produced by microorganisms, such as endoglucanases and cellobiohydrolases [12].

Warming could accelerate litter decomposition if a warming-induced decrease in soil moisture does not limit microbial enzymatic activity [13, 14], which is contingent upon the compositions and functions of microbial communities that regulate litter decomposition [15, 16]. As previously observed, warming increased the proportion of gram-positive bacteria in fresh litter, but decreased it in the lower-quality pre-incubated litter [17]. Warming favored ectomycorrhizal fungi but decreased the relative abundance of saprotrophs and plant pathogens, correlating with changes in different kinds of extracellular enzyme activities [18]. In macrophyte litter, warming shifted the functional composition of bacterial communities, decreasing the main chemoheterotrophic metabolic potential and increasing methylotrophic metabolism [19]. However, little is understood about the functional traits of plant litter decomposers in soil. For example, genome-wide functional traits, such as ribosomal ribonucleic acid (RNA) gene operon (*rrn*) copy number, genome size, and guanine-cytosine (GC) content, have never been examined for plant litter decomposers. These traits are closely related to microbial growth rate and carbon use efficiency [20], and thus are crucial in predicting microbial performance responses to future climate changes.

The effects of warming on litter decomposition are influenced by the species and quality of the litter [21, 22]. Therefore, we focus on the decomposition of cellulose to eliminate confounding factors, such as litter species and quality. Here, we carried out a litterbag experiment that used cellulose paper as the substrate. To ensure the reliability of our results, we repeated the experiment for three consecutive years by burying litterbags in the soils of a temperate, humid tallgrass prairie in each year. Since the cellulose-decomposing rate was fast in this type of ecosystem [23], most of the cellulose paper was decomposed after 6 months in our pre-experiment. Here, we aimed to investigate the taxonomic composition and functional traits of soil cellulose decomposers, as well as the effects of in situ experimental warming on these parameters. We hypothesized that litterbags would recruit taxonomically diverse but functionally similar microbial taxa in cellulose decomposition. We further hypothesized that warming would alter the taxonomic composition and increase the carbon decomposition potential of these microbial communities, since carbon decomposition potential is a key microbial functional trait that reflects the ability of microorganisms to accelerate the breakdown of organic carbon compounds in response to warming.

## Materials and methods

### Site description and field measurements

We conducted this study at the Kessler Atmospheric and Ecological Field Station of the US Great Plains in McClain County, Oklahoma, USA (34^o^ 59′N, 97^o^ 31′W). As described previously [7], this station is located in an old-field tall-grass prairie dominated by C3 grass (*Bromus arvensis* and *Bromus racemosus*), C3 forbs (*Solanum carolinense*, *Croton glandulosus*, and *Euphorbia dentata*), and C4 grasses (*Sorghum halepense* and *Tridens flavus*). The mean annual air temperature was 16.3°C, with monthly air temperature ranging from 3.3°C in January to 28.1°C in July, and the mean annual precipitation was 914 mm based on the Oklahoma Climatological Survey data from 1948 to 1999. The field site experiment was established in July 2009, using a blocked split-plot design with warming as a primary factor. Four plots with the size of 2.5 × 1.75 m were warmed by real infrared heaters (Kalglo Electronics, Bath, PA, USA) suspended 1.5 m above the ground, while the other four control plots of the same size were exposed to dummy heaters that simulated a shading effect. Soil temperature, moisture, ecosystem carbon fluxes, above-ground plant biomass, and richness were measured in the field as described previously [2, 7].

### Sample collection and soil geochemistry

In each year from 2016 to 2018, three litterbags containing 5 g of sterile cellulose paper were buried at a soil depth of 5–10 cm in each plot in March. By September of the same year, most of the cellulose paper in litterbags had decomposed. All litterbags were then retrieved from the field. For each plot, one litterbag was stored at −80°C for deoxyribonucleic acid (DNA) extraction from the remaining cellulose paper and the soil it carried, while the other two litterbags were gently washed with water and then dried to calculate the mass loss. To obtain soil samples, three soil cores (2.5 × 15 cm deep) were randomly collected for each plot and mixed to make one soil sample. As a result, 12 (4 samples per year × 3 years) warmed litterbag (WL) samples, 12 control litterbag (CL) samples, 12 warmed bulk soil samples, and 12 control bulk soil samples were obtained (Supplementary Fig. 1). However, we did not obtain credible mass loss data in 2018 because the litterbag samples were not properly processed. After removing visible roots (> 0.25 cm) and stones, organic C, total N, nitrate (NO_3_^−^-N), ammonia (NH_4_^+^-N), and pH were measured for bulk soil samples as previously described [7].

### Deoxyribonucleic acid extraction, amplicon sequencing, and GeoChip hybridization

Microbial DNA was extracted for each sample by freeze-grinding and SDS-based cell lysis [24], and purified with the PowerSoil DNA Isolation Kit (MoBio Laboratories, Carlsbad, CA, USA). The quality of extracted DNA was assessed by the absorbance ratios of O.D. 260/230 nm and O.D. 260/280 nm with an ND-1000 Spectrophotometer (NanoDrop Technologies Inc., Wilmington, DE, USA). The DNA concentration was quantified using a FLUOstar Optima fluorescence plant reader (BMG Labtech, Jena, Germany).

The V4 hypervariable region of bacterial 16S ribosomal RNA (rRNA) gene was polymerase chain reaction (PCR)-amplified with the universal primer pair 515F (5’-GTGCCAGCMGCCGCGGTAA-3′) and 806R (5′-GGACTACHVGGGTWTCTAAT-3′). The fungal internal transcribe sequences (ITS) between 5.8S and 28S rRNA genes was amplified with the primer pair gITS7F (5′-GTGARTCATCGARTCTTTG-3′) and ITS4R (5′-TCCTCCGCTTATTGATATGC-3′). A two-step PCR approach was used to prepare libraries [7, 25]. The PCR products were sequenced using the 2 × 250 bp kit on a MiSeq platform (Illumina, San Diego, CA, USA). The reads collected by the MiSeq in fastq format were processed in USEARCH v.11.0 [26]. In brief, after demultiplexing, paired-end reads with a maximum of 10 mismatches and a minimum alignment identity of 80% were merged to create consensus sequences. Subsequently, primer and low-quality sequences with an expected error > 1 were trimmed. After removing singletons, sequences were denoised into zero-radius operational taxonomic units (zOTUs) by UNOISE3 [27]. Sequences were randomly resampled to the same depth of 30 236 sequences for the 16S rRNA and 10 391 sequences for the ITS for each sample. Representative sequences for each zOTU were taxonomically classified using QIIME2 feature classifier with the SILVA reference database for 16S rRNA genes and the UNITE-released ITS reference database for ITS genes [28].

We employed the GeoChip 5.0 M microarray to examine microbial functional genes as previously described [29–31]. In brief, purified DNA from each sample was labeled with fluorescent dye Cy-3 dUTP and then hybridized with the GeoChip. The resulting GeoChip arrays were scanned as Multi-TIFF images with a NimbleGen MS200 Microarray Scanner (Roche NimbleGen Inc., Madison, WI, USA). Raw signals extracted from scanned images were submitted to the Microarray Data Manager on our website (http://ieg.ou.edu/microarray/) for cleaning and normalizing. To remove unrepresentative data, we assigned probes detected in <3 out of 12 samples for WL, CL, warmed soil (WS), and control soil (CS) samples to undetectable. We then logarithmically transformed the remaining data and scaled the sum of the signal intensity for each sample with the maximum sum value.

### Estimation of prokaryotic rrn copy number, genome size, and GC content

The *rrn* copy number, genome size, and GC content for prokaryotic zOTUs were estimated as previously described [32]. We downloaded 32 701 prokaryotic “Complete Genome” assemblies deposited in Genbank from NCBI on 23 November 2022 (ftp://ftp.ncbi.nlm.nih.gov/genomes/GENOME_REPORTS/prokaryotes.txt) and constructed a local database. We used BLAST to identify complete genomes that have the best match (with the highest bit score) at the 16S rRNA locus with our representative sequences. In total, 21.56% of sequences were matched with a chromosome or plasmid at 94.5% identity. We estimated the number of copies of the 16S rRNA gene for each best-matched genome by counting the number of iterations in the genome that contained the match to our sequence. For zOTUs with multiple best-matched genomes, we determined the *rrn* copy number for each zOTU as the average copy number of all the best-matched genomes. We then calculated the community-level *rrn* copy number for each sample by dividing the sum of the sequence abundance of zOTUs by the sum of the copy number-adjusted abundance of zOTUs [33, 34]. Additionally, we estimated the genome size and genome GC content for each zOTU based on best-matched genomes. The abundance-weighted genome size and abundance-weighted genome GC content were calculated as the average weighted by relative abundance [32].

### Network analyses

We constructed molecular ecological networks (MENs) by a random matrix theory (RMT)-based approach using the Functional Molecular Ecological Network Analysis Pipeline (http://ieg4.rccc.ou.edu/mena) as previously described [35–37]. This co-occurrence network was widely used to infer putative microbial species interaction [38]. Specifically, we constructed four bacterial and four fungal networks using taxonomic zOTU data for WL, CL, WS, and CS samples, respectively. Only zOTUs detected in at least 6 out of 12 samples were included for Spearman correlation calculation using log-transformed relative abundances. We generated sub-networks for each sample from the global networks as previously described [39, 40], and calculated network topological properties for sub-networks including average degree, average clustering coefficient (avgCC), average path distance (geodesic distance), number of modules, modularity, and density.

### Microbial-ENzyme Decomposition model simulations

The Microbial-ENzyme Decomposition (MEND) model exhibits a reasonable fit to soil carbon fluxes by incorporating pertinent microbial and enzymatic physiology [41]. The model’s structure framework has been described previously [31, 42]. In brief, the soil organic matter (SOM) pool comprises particulate organic matter decomposed by oxidative enzymes (POM_1_), POM decomposed by hydrolytic enzymes (POM_2_), and mineral-associated organic matter (MOM) decomposed by generic enzyme group (EM). In the MEND model, the decomposition of POM and MOM, as well as the uptake of dissolved organic matter (DOC) follow the Michaelis–Menten equation. The temperature response functions of kinetics parameters are described by the Q_10_ method in this study. More details regarding variables, governing equations, component fluxes, and model parameters can be found in published papers [31, 43].

We cleaned the daily soil temperature and moisture data, addressing missing values by fitting them with data from a nearby weather station. We obtained the daily gross primary production (GPP) values from the 8-day MODIS GPP (MOD17A2H) using Google Earth Engine and employed them as litter fall input for the model simulations [44]. Eleven parameters related to carbon fluxes and enzymes were selected for optimization and other parameters were set to default values. The objective functions measured the goodness-of-fits of model simulations against experimental observations on heterotrophic respiration (*R*_h_) (*J*_1_), microbial biomass carbon (MBC) (*J*_2_), and abundances of genes associated with cellulose decomposition (*J*_3_) in this study. *J*_1_ and *J*_2_ were calculated as the coefficient of determination, and *J*_3_ was determined as the correlation coefficient. The optimal parameter values were derived by minimizing the total objective function value with the modified Shuffled Complex Evolution algorithm [42]. In addition, the parameter uncertainty of the MEND model was quantified by the Critical Objective Function Index (COFI) method [42].

### Statistical analyses

We examined the difference in environmental factors, α-diversity, relative abundance, genome traits, and network properties among WL, CL, WS, and CS samples using a linear mixed model (LMM) with block and year as random effects [45]. We also used LMM to correlate taxonomic richness and functional richness calculated from GeoChip data. The coefficient (*r*^2^) was calculated using Nakagawa and Schielzeth’s method (conditional *r*^2^) [46]. The significance of each LMM was determined using Wald type II χ^2^ tests conducted with the 'car' R package [47]. We used principal coordinates analyses based on Bray–Curtis distance and Sørenson distance to illustrate the difference in compositions, and tested them using three non-parametric multivariate statistical tests including permutational multivariate analysis of variance (Adonis), analysis of similarity (Anosim), and multiple response permutation procedure (MRPP). We assessed within-group dispersion of community and functional gene compositions by the average Bray–Curtis distance to centroid using “betadisper” function of the package 'vegan' in R [48], and compared dispersion among groups using ANOVA and Tukey test. We performed differential abundance analysis using EdgeR’s quasi-likelihood negative binomial generalized log-linear model and ALDEx2 [49, 50]. We determined overlapped zOTUs identified by both EdgeR’s quasi-likelihood negative binomial generalized log-linear model and ALDEx2 as keystones in the litterbags compared to bulk soils and illustrated the phylogenetic tree of bacterial keystones using iTOL v.6.7 [51]. We calculated the response ratio (RR) to compare the abundance of microbial genes involved in carbon decomposition between litterbags and bulk soils and examine the warming effects on these genes in litterbags and bulk soils [52]. We used the partial Mantel test to examine the linkage between microbial community compositions and environmental factors. We used multiple regression on matrices (MRM) to estimate the importance of abiotic and biotic factors to the variation in microbial compositions, and topological properties of sub-networks were regarded as biotic factors [40]. We used normalized stochasticity ratios based on taxonomic metrics (tNST) to estimate the relative significance of stochasticity in shaping microbial community with 50% as the boundary point [53]. Specifically, the tNST was calculated by constructing a null model that randomized species composition. The observed community dissimilarity was then compared to this null distribution, and the normalized stochasticity ratio was calculated as the proportion of pairwise comparisons where observed dissimilarity exceeded that of the null model. A value greater than 50% reflects the dominance of stochastic processes, while a value <50% reflects the dominance of deterministic processes. We assessed the relationship between taxonomic and functional composition dissimilarities by Mantel tests based on Bray–Curtis distance [54].

## Results

### Taxonomic compositions of bacterial and fungal communities

The bacterial and fungal richness and Shannon's diversity index were lower in litterbags than in bulk soil (*P* < .001 by LMM; Supplementary Fig. 2A and B). Most bacteria (79.1%) and fungi (79.9%) detected in litterbags were shared with bulk soil (Fig. 1A and B), suggesting that soil was the primary source of microorganisms in litterbags. The community compositions were distinct between the litterbags and bulk soils (principal coordinates analyses, Supplementary Fig. 3), whose differences were statistically significant, as examined by three complementary non-parametric multivariate statistical analyses (*P* < .001 by Adonis, Anosim, and MRPP; Supplementary Table 1). In bulk soil, Proteobacteria (also refer as Pseudomonadota, 30.0% of total abundance) and Actinobacteria (also refer as Actinomycetota, 20.1% of total abundance) were the most abundant bacterial phyla (Supplementary Fig. 4A). In litterbags, the total abundance of Proteobacteria rose to 61.4% (F = 175.850, *P* < .001 by LMM), followed by Bacteroidetes (also refer as Bacteroidota, 12.7% of total abundance), but that of Actinobacteria decreased to 8.0% (Supplementary Fig. 4A; F = 93.810, *P* < .001 by LMM). Ascomycota and Basidiomycota were the dominant fungal phyla in both bulk soil and litterbags, with the total abundance of Ascomycota increasing from 56.0% in bulk soil to 73.9% in litterbags (F = 9.734, *P* < .010 by LMM; Supplementary Fig. 4B). Furthermore, the taxonomic composition of microbial communities in litterbags showed higher dispersion than that in bulk soil (*P* < .050 by ANOVA; Table 1), suggesting that they were more heterogeneous.

**Figure 1:**
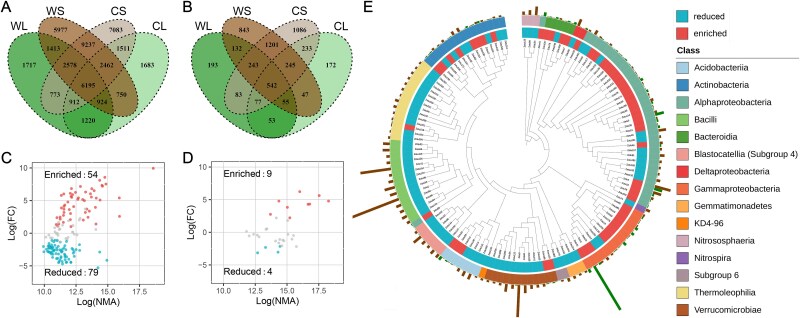
Enriched taxa and reduced taxa in litterbags. Venn diagrams showing the shared and unique (A) bacterial and (B) fungal zOTUs in different samples. The volcano plot shows the enrichment and reduction of (C) bacterial and (D) fungal zOTUs in litterbags compared to bulk soil. These zOTUs had relative abundance ≥0.1% in at least 6 samples and occurred in >12 samples. NMA, normalized mean abundance; FC, fold change. (E) Phylogenetic tree and taxonomic composition of enriched and reduced bacterial taxa. The columns in the outer ring represent the relative abundance of zOTUs.

**Table 1:** The within-group dispersion of microbial communities.

Method	Average distance to the centroid		Significance
	Litterbag	Soil	
Bacterial communities			
Bray–Curtis	0.504	0.384	**<0.001** ^**a**^
Sørenson	0.480	0.411	**<0.001**
Fungal communities			
Bray–Curtis	0.609	0.573	**0.021**
Sørenson	0.527	0.482	**<0.001**
Functional genes			
Bray–Curtis	0.196	0.078	**<0.001**
Sørenson	0.151	0.059	**<0.001**

a Significant differences (*P* < .050) are shown in bold.

Out of 163 abundant bacterial zOTUs (defined as having a total abundance of ≥0.1% in at least 6 samples and occurring in >12 samples), 54 were enriched in litterbags and 79 were reduced in litterbags (*P* < .050 by EdgeR and ALDEx2; Fig. 1C). Out of 32 abundant fungal zOTUs, 9 were enriched and 4 were reduced in litterbags (Fig. 1D). Those enriched bacterial zOTUs mainly belonged to the phyla Proteobacteria (66.7%) and Actinobacteria (16.7%), as well as the class Bacteroidia of the phylum Bacteroidetes (Fig. 1E). Those reduced bacterial zOTUs mainly belonged to the class Thermoleophilia of the phylum Actinobacteria, the order Bacillales of the phylum Firmicutes (also refer as Bacillota), and the genus *RB41* of the phylum Acidobacteria (Fig. 1E). The enriched fungal zOTUs were from the genera *Talaromyces*, *Exophiala*, and *Cladophialophora*, all belonging to the class Eurotiomycetes of the phylum Ascomycota (*P* < .050 by EdgeR & ALDEx2). The 4 reduced fungal zOTUs were affiliated with the phyla Mortierellomycota and Ascomycota (*P* < .050 by EdgeR and ALDEx2). The number of enriched and reduced fungal zOTUs was 13, which was much fewer than that of bacterial zOTUs (131 zOTUs). To test whether it was caused by vast differences in bacterial and fungal community richness (Supplementary Fig. 2A and B), we rarefied the bacterial zOTU table to match the number of fungal zOTUs (10 391 sequences) and repeated the EdgeR and ALDEx2 analysis 10 times. Despite this, the number of enriched and reduced fungal zOTUs remained substantially lower than that of bacterial zOTUs (t = 33.215, *P* < .001 by *t*-test; Fig. 1C and D), suggesting that the large differences in bacterial and fungal community richness have a negligible effect.

### Genomic traits and functional genes of microbial communities

The community-level *rrn* copy number of the bacterial communities in litterbags was 2.00 ± 0.19 on average, higher than that in bulk soil (1.65 ± 0.10; F = 62.921, *P* < .001 by LMM; Fig. 2A). Similarly, the abundance-weighted genome size (F = 105.787, *P* < .001 by LMM; Fig. 2B) and genome GC content (F = 5.372, *P* < .050 by LMM; Fig. 2C) of bacterial communities were higher in litterbags than in bulk soil.

**Figure 2:**
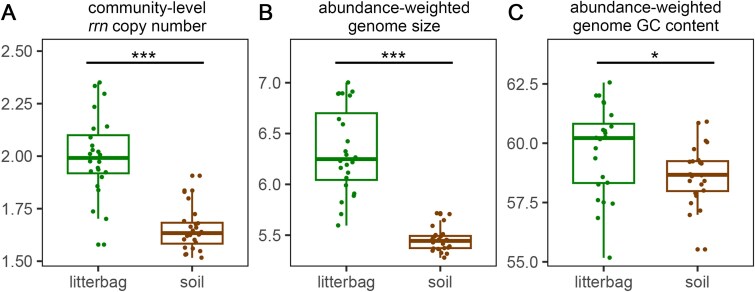
Genome traits of bacterial communities in litterbags and bulk soils. The (A) community-level *rrn* copy number, (B) abundance-weighted genome size (Mbp), and (C) abundance-weighted genome GC content (%) of bacterial communities in litterbags and bulk soils.

Microbial functional compositions, detected by GeoChip 5.0 M [29], a comprehensive and high-throughput functional gene microarray, exhibited differences between litterbags and bulk soils (*P* < .001 by Adonis, Anosim, and MRPP; Supplementary Fig. 3 and Supplementary Table 1). 

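Functional genes were measured in 48 samples, 12 each of warmed litterbags, control litterbags, warmed soils, and control soils. They came from 4 warmed and 4 control plots in 4 blocks, each sampled in every year from 2016 to 2018, so the 12 samples of a group are 4 plots in 3 years. GeoChip carries DNA probes for microbial genes of known function. Its signal reflects how much matching DNA a sample held, not how strongly a gene was expressed. The values used here are scores the authors deposited, which are log-transformed signals multiplied by a factor for each array so that all arrays have the same sum, with a blank where a probe was not detected. The paper's text does not name the base of the logarithm, so no score is read as a fold of signal. The table held 36440 probes with 882 gene names, and every probe with a score in a group had a score in at least 4 of its 12 arrays. The number of detected probes, the measure of depth in these arrays, ranged from 12410 to 29879 (median 24111.5) in control litterbags and from 13297 to 33993 (median 27438) in warmed litterbags. It ranged from 23745 to 31054 (median 28331) in control soils and from 24696 to 30505 (median 28513.5) in warmed soils. From the scores, the relative abundance of a gene family was computed as the summed score of all probes with that gene name, as a percentage of the array's sum. The 507 families with at least 5 probes were tested with limma on log2 relative abundance (plus 0.001%), with year and block as terms and P adjusted over all families tested. Directions were also read under 5 other settings, called scalings here: quantile normalization, the 12410 brightest probes of each array, the mean score of detected probes, the share of detected probes, and a model with the number of detected probes as a covariate. The mean score leaves out how many probes of a family were detected. Its sign can therefore differ from that of the summed score without a change of normalization. The first principal component of family abundance held 54.0% of the variance and followed the number of detected probes, with r = -0.95 and rho = -0.97 among 24 litterbags and r = -0.97 and rho = -0.92 among 24 soils. Each of these had P = 1e-04 by permutation, the smallest that the draws can give, also after adjustment for both relations, and r was -0.94 and -0.96 without the 2 farthest samples.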

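Of 19 nitrogen cycling families, 13 were lower and 2 higher in litterbags than in bulk soil. Counted by scaling, a comparison chosen after the values were seen, there were 6 lower and 2 higher after quantile normalization, 5 and 4 among the brightest probes, 11 and 0 by share of detected probes, 5 and 1 with the covariate, and 2 and 6 by mean score. Narg, which encodes a nitrate reductase, took 0.843% of the score in litterbags and 0.889% in soils (n = 24 each), a log2 difference of -0.075 (adjusted P = 1.75e-07 by limma, lower in 22 of 24 pairs of the same plot and year). Of the 5 denitrification genes tested, 4 were lower in litterbags, and the same 4 when adjusted over the list alone, while camera, which compares the list with other genes, did not pass it (adjusted P = 0.227, and 0.581 with an estimated correlation). The nitrite reductase gene Nirk and the nitrous oxide reductase gene Nosz had log2 differences of -0.18 and -0.12 (adjusted P = 0.000792 and 0.00221), both opposite in sign by mean score. Nirs, the other nitrite reductase gene, had a difference of -0.12 (adjusted P = 0.00772), opposite in sign among the brightest probes and by mean score. Amoa, which encodes a subunit of ammonia monooxygenase, was higher in litterbags by 0.21 on the log2 scale (standard error 0.088, adjusted P = 0.0457, higher in 18 of 24 pairs). NikC, a nickel transporter gene, was higher in all 24 pairs, at 0.0242% ± 0.0036 (SD, n = 24) against 0.0183% ± 0.00094 (SD, n = 24), opposite in sign among the brightest probes and by mean score. Fosa, a fosfomycin resistance gene, was lower in 23 of 24 pairs, with a log2 difference of -0.60 (adjusted P = 4.83e-07), opposite in sign by mean score. In all, 225 of 507 families passed the test, 81 higher and 144 lower in litterbags. That split was 133 and 125 after quantile normalization, 107 and 98 among the brightest probes, 82 and 151 by share of detected probes, 109 and 80 by mean score, and 55 and 63 with the covariate. The count was 277 (111 higher and 166 lower) with probes detected in 6 of 12 arrays, 79 without 2018, and 142 without block 1. The whole profile differed between sample types by Adonis (F = 7.97, 14.8% of the variation, P = 0.002), Anosim (R = 0.249), and MRPP (delta = 0.190), Anosim and MRPP each with P = 0.001, the smallest that the permutations can give.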

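The functional gene profiles of litterbags lay farther from their centroid than those of bulk soil. The mean Bray-Curtis distance to the centroid was 0.196 ± 0.079 (SD, n = 24) in litterbags and 0.0778 ± 0.0214 (SD, n = 24) in soils, and the difference of 0.118 had P = 0.001 by permutation, the smallest that the permutations can give. On presence and absence alone (Sørensen distance), the means were 0.151 ± 0.0652 in litterbags and 0.0594 ± 0.0149 in soils, with the same P. Litterbags also differed more from each other in detected probes, with an SD of 6729 against 2436 in soils. When each array was limited to its 12410 brightest probes, the distances were 0.118 in litterbags and 0.0669 in soils, a difference of 0.0514 (P = 0.001 by permutation, again the smallest possible).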

Alike the taxonomic composition of bacterial and fungal communities, the functional gene compositions also exhibited higher dispersion in litterbags than in bulk soil (*P* < .001 by ANOVA; Table 1), possibly arising from random colonization of microbial functional groups in litterbags. However, the correlations between functional richness and taxonomic richness were not significant in both litterbags and bulk soil (Supplementary Fig. 5).

A total of 28 bacterial and 21 fungal genes associated with carbon decomposition were detected, with 3964 probes in total (Supplementary Table 2). 

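AmyA, an alpha-amylase gene of starch breakdown, held 1162 of the 3964 probes, the most of the 49 genes. Chitinase, which cuts chitin, had 395 probes, acetylglucosaminidase had 200, and AceB, the malate synthase gene, had 195. The cellulose genes had 144 probes for cellobiase, 106 for endoglucanase, 44 for exoglucanase, and 16 for axe. Of the 3964 probes, 391 were detected in litterbags but in no bulk soil, and 193 in soils but in no litterbag. Taken singly, 1909 probes differed between litterbags and soils by limma (adjusted over these probes), 1053 higher and 856 lower in litterbags. That count was 2115 with probes detected in 6 of 12 arrays, 490 without 2018, and 653 without block 1.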

Despite high taxonomic diversity (Fig. 1A and B), functional genes involved in cellulose decomposition (e.g. *endoglucanase* and *cellobiase*) were enriched in litterbag samples (*P* < .050 by RR, Supplementary Table 2). 

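Among the 4 cellulose genes, axe was higher in litterbags than in bulk soil, and endoglucanase, cellobiase, and exoglucanase did not pass the test over all families. Axe, an acetylxylan esterase gene, took 0.0526% ± 0.0083 (SD, n = 24) of the score in litterbags and 0.0477% ± 0.0021 (SD, n = 24) in soils. Its log2 difference of 0.12 (standard error 0.039, adjusted P = 0.00908 by limma, higher in 14 of 24 pairs) kept its sign under all 5 scalings. Endoglucanase, which cuts within cellulose chains, took 0.270% ± 0.012 in litterbags and 0.264% ± 0.0055 in soils, a log2 difference of 0.034 (standard error 0.015, adjusted P = 0.0551, higher in 18 of 24 pairs), opposite in sign by mean score. Cellobiase, which splits cellobiose into glucose, took 0.374% ± 0.012 and 0.370% ± 0.011, a difference of 0.014 (adjusted P = 0.351, higher in 13 of 24 pairs), opposite in sign among the brightest probes and by mean score. Exoglucanase had a difference of 0.029 (adjusted P = 0.425, higher in 12 of 24 pairs), opposite in sign by share of detected probes. The ln response ratio was 0.0246 (95% interval 0.0049 to 0.0443, adjusted P = 0.0389) for endoglucanase and 0.0096 (-0.0077 to 0.0268) for cellobiase. Adjusted over the list alone, 2 of the 4 were higher. Summed, the 4 genes took 0.806% ± 0.018 in litterbags and 0.789% ± 0.012 in soils, and the paired ln ratio of 0.0218 (95% interval 0.0102 to 0.0333, higher in 21 of 24 pairs) had P = 0.00051 by sign-flip permutation. The summed ratio was 0.0223 after quantile normalization (P = 0.00293) and 0.0224 by share of detected probes (P = 0.00093), 0.0104 (P = 0.452) among the brightest probes, and -0.00067 by mean score.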

Since cellulolytic microbes native to soil can generally utilize a variety of other carbohydrates in addition to cellulose [10], many genes involved in decomposing starch (e.g. *amyA* and *glucoamylase*), hemicellulose (e.g. *ara* and *Mannanase*), chitin (e.g. *acetylglucosaminidase*), glyoxylate cycle (e.g. *aceB*), cutin (e.g. *cutinase*), and lignin (e.g. *mnp*) were also enriched (Supplementary Table 2).

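Mnp, the manganese peroxidase gene of lignin breakdown, was higher in litterbags, at 0.0715% ± 0.0071 (SD, n = 24) against 0.0626% ± 0.0029 (SD, n = 24) in bulk soil. Its log2 difference was 0.18 (standard error 0.029, adjusted P = 3.65e-06 by limma, higher in 21 of 24 pairs), opposite in sign by mean score. Of 5 starch genes, 2 were higher and 2 lower, with the same counts adjusted over the list alone. NplT, a neopullulanase gene, had a log2 difference of 0.19 (adjusted P = 1.25e-06, opposite in sign by mean score), and glucoamylase, which releases glucose from starch, 0.048 (adjusted P = 0.0193, opposite in sign among the brightest probes and by mean score). AmyA was lower in 21 of 24 pairs, at 3.21% ± 0.047 against 3.25% ± 0.024, a difference of -0.019 (adjusted P = 0.00288) with the same sign under all 5 scalings. Of 3 chitin genes, acetylglucosaminidase was higher by 0.040 (adjusted P = 0.00732, opposite in sign among the brightest probes and by mean score), chitinase was lower by a difference of -0.042 (opposite in sign among the brightest probes and by mean score), and fungal chitin deacetylase by one of -0.16 (opposite in sign after quantile normalization and by mean score). Of 3 hemicellulose genes, xylanase was lower by a difference of -0.078 (adjusted P = 0.00417, opposite in sign by mean score), while ara (-0.0065, adjusted P = 0.666, opposite in sign by share of detected probes) and mannanase (0.0072, adjusted P = 0.760, opposite in sign after quantile normalization, among the brightest probes and by mean score) did not pass. AceB had a difference of -0.0067 (adjusted P = 0.663, opposite in sign among the brightest probes and by mean score) and cutinase, which cuts the plant polyester cutin, 0.046 (adjusted P = 0.202), opposite in sign after quantile normalization, by mean score and with the covariate. Inulinase and fungal lactase were lower, with differences of -0.43 (opposite in sign by mean score) and -0.58 (opposite in sign after quantile normalization and among the brightest probes). Over the 44 carbon decomposition families tested, 6 were higher and 14 lower, and likewise when adjusted over the list alone. The split was 11 and 12 with probes detected in 6 of 12 arrays, 12 and 8 after quantile normalization, 7 and 11 among the brightest probes, 7 and 12 by share of detected probes, 7 and 6 by mean score, and 5 and 3 with the covariate. In total, 4 families passed without 2018, 12 without block 1, 11 without block 3, and 12 without the arrays with under 15000 detected probes. The paper reasons that cellulolytic microbes native to soil can generally use other carbohydrates besides cellulose, and states that many genes for other substrates were enriched along with the cellulose genes.

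**Figure D1:**
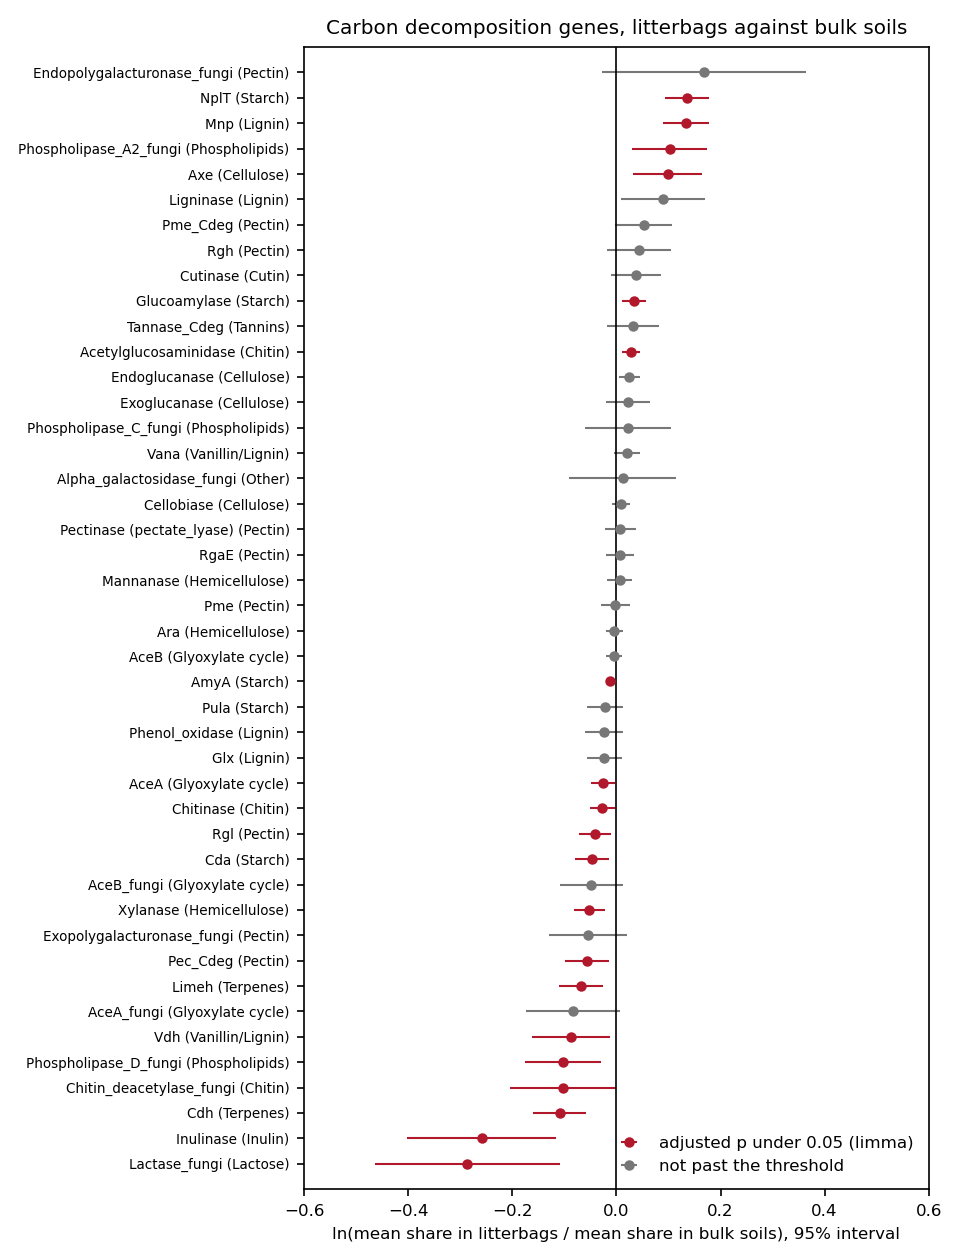
Natural log of the mean relative abundance in litterbags over that in bulk soil for 44 carbon decomposition families (points) with 95% intervals (lines), n = 24 samples of each type. Red points passed limma at an adjusted P under 0.05, 6 to the right of 0 and 14 to the left, a split that was 12 and 8 after quantile normalization.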

### Warming effects on cellulose mass loss and microbial communities

Warming treatment stimulated mass loss of cellulose paper by 11.7% in 2016 (β = 10.841, *P* < .010 by LMM; Fig. 3A). In 2017, it similarly led to a marginally significant increase in cellulose paper mass loss (β = 23.194, *P* = .062 by LMM; Fig. 3A). 

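The number of detected functional gene probes was 25338 ± 7244 (SD, n = 12) in warmed litterbags and 22605 ± 6176 (SD, n = 12) in control litterbags. The difference of 2732 (standard error 2389) had P = 0.253 by LMM and P = 0.3125 by an exact sign-flip test, with warmed samples higher in 9 of 12 pairs of the same block and year. In bulk soil the numbers were 27997 ± 2418 (SD, n = 12) in warmed and 27544 ± 2539 (SD, n = 12) in control samples, a difference of 452 (standard error 644, P = 0.482 by LMM). Warmed soils were higher in 10 of 12 pairs, with P = 0.0728 by the exact sign-flip test. The litterbag difference was -546 without 2017, and the soil difference of 583 without 2016 passed the LMM. By plot means within blocks, an alternative chosen after the values were seen, warmed soils were higher in 4 of 4 blocks (exact sign-flip P = 0.125, the smallest that 4 blocks allow) and warmed litterbags in 3 of 4 (exact P = 0.25). Without regard to blocks, 4 warmed against 4 control plots gave exact P = 0.343 for litterbags and 0.686 for soils. The difference between litterbags and soils was -3799 probes (standard error 1242, P = 0.00223 by Wald test), a difference that did not pass without block 1 (-2513) or without 2018 (-2801).

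**Figure D2:**
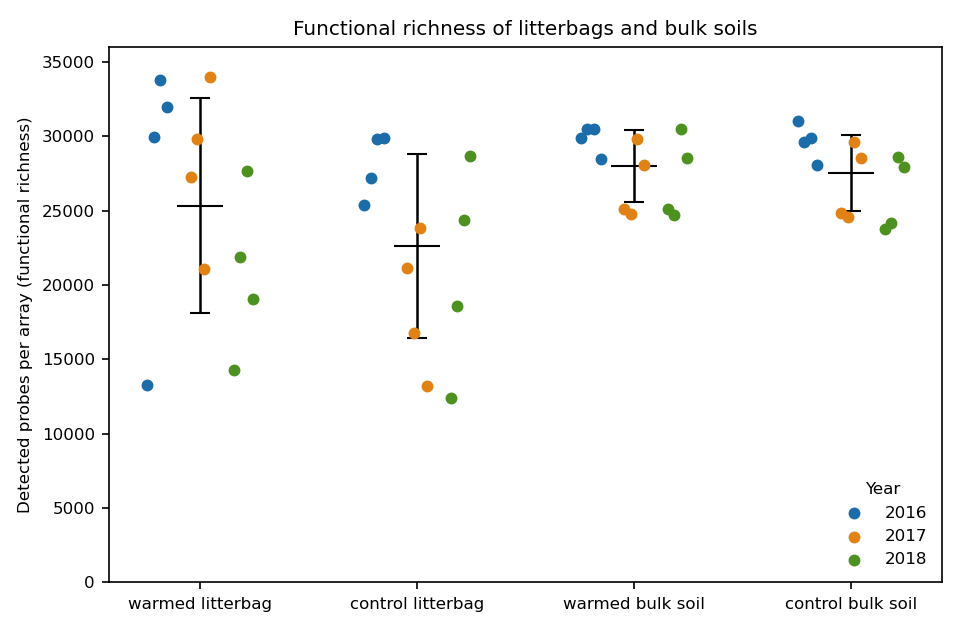
Detected functional gene probes per array (vertical axis) in the 4 groups of 12 samples; points are arrays colored by year, bars are group means, and error bars are SDs. Litterbag arrays spread from 12410 to 33993 probes and soil arrays from 23745 to 31054.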

Compared to control samples, the α-diversities of bacteria, fungi, and functional genes in warmed samples were unchanged in litterbags but reduced in the soil (*P* < .050; Supplementary Fig. 2). In contrast, warming altered overall bacterial and fungal community composition in both bulk soil and litterbags, as determined by three complementary non-parametric multivariate statistical analyses (*P* < .050 by Adonis, Anosim, and MRPP; Supplementary Table 1). Warming increased the relative abundance of bacterial genera *Aridibacter*, *Flavisolibacter*, *Mycobacterium*, and *Massilia*, and fungal genera *Kurtzmanomyces* and *Talaromyces* in litterbags (*P* < .050 by RR, Supplementary Fig. 6). Conversely, warming decreased the relative abundance of bacterial genera *Pedomicrobium*, *Nevskia*, *Dyella*, and *Streptacidiphilus*, and fungal genus *Cladophialophora* in litterbags (*P* < .050 by RR, Supplementary Fig. 6). The interactive effect of warming and year was insignificant (*P* > .050 by Adonis, Supplementary Table 3), suggesting that warming effects on both bacterial and fungal community compositions were not influenced by annual variability.

**Figure 3:**
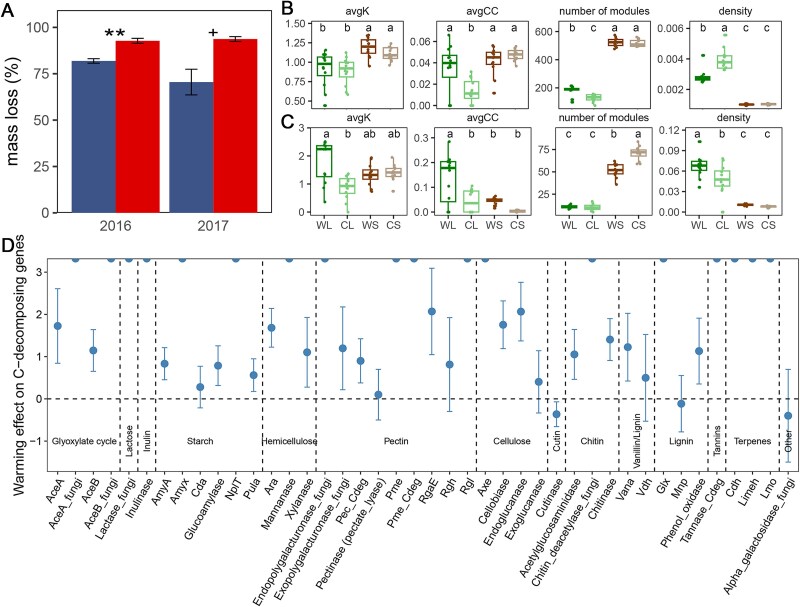
Warming effects on (A) cellulose mass loss, the topological properties of (B) bacterial and (C) fungal networks, and (D) functional genes in litterbags. For each carbon-decomposing gene, the RR was calculated as the summed relative abundances of gene probes in WL samples relative to those in CL samples. Error bars indicate 95% confidence intervals of the RR analysis. The points on the top of the box in panel D represent genes only observed in litterbags. avgK, average degree.

We generated RMT-based MENs to evaluate potential microbial co-existence patterns (Supplementary Table 4). Consistent with the lower α-diversities observed in litterbags, the network sizes in litterbags were smaller than those in the bulk soil, as indicated by fewer nodes and links (Supplementary Table 4 and Supplementary Fig. 7). In litterbags, warming increased the avgCC (*P* < .010 by LMM) and the number of modules (*P* < .001 by LMM) in bacterial networks, but decreased their density (*P* < .001 by LMM; Fig. 3B). In contrast, warming increased the average degree (*P* < .001 by LMM), average CC (*P* < .010 by LMM), and network density (*P* < .050 by LMM) of fungal networks in litterbags (Fig. 3C). Similar patterns of sub-network properties were observed in all 3 years (Supplementary Fig. 8 and Supplementary Fig. 9).

The community-level *rrn* copy number, abundance-weighted genome size, and abundance-weighted genome GC content were not affected by warming in either the litterbags or bulk soil (*P* > .050 by LMM). In addition, the overall functional composition of both litterbags and bulk soils remained unchanged under the warming treatment (*P* > .050 by Adonis, Anosim, and MRPP; Supplementary Table 1). However, warming enriched functional genes associated with cellulose decomposition in litterbags, including genes *axe*, *cellobiase*, and *endoglucanase* across all 3 years (Fig. 3D). 

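Of 507 gene families, 5 were higher and 2 lower in warmed than in control litterbags. CusA, a copper efflux gene, took 0.0171% ± 0.0031 (SD, n = 12) of the score in warmed and 0.0118% ± 0.0023 (SD, n = 12) in control litterbags, a log2 difference of 0.50 (standard error 0.088, adjusted P = 0.000608 by limma, higher in 12 of 12 pairs), opposite in sign by mean score. SoxS, a regulator of the response to oxidative stress, and CysI, a sulfite reductase gene, were higher by 0.26 (adjusted P = 0.0200, 11 of 12 pairs) and 0.086 (adjusted P = 0.0158, 12 of 12 pairs), both opposite in sign by mean score. Glutamate_synthase_protist had a difference of 0.44 (adjusted P = 0.000923), opposite in sign among the brightest probes and by mean score, and ObgE, a GTPase gene, one of 0.10 (adjusted P = 0.0311), opposite in sign by mean score. Mdh and MerB, an organomercurial lyase gene, were lower, with differences of -0.22 (adjusted P = 0.0389) and -0.12 (adjusted P = 0.0480), both opposite in sign by mean score. Neither passed with plot as a random block (5 families, all higher) or by plot means with the replicate block (8 families, all higher). In bulk soil, limma passed 0 of 507 families for warming (3 at an unadjusted P under 0.05). For the difference between both warming effects it also passed 0 (42 at an unadjusted P under 0.05), while 10 passed with probes detected in 6 of 12 arrays and 5 without the arrays with the fewest detected probes, an alternative chosen after the data were seen. Adjusted over the list alone, 1 of 2 inulin and lactose genes had a higher warming effect in litterbags. The whole profile of litterbags gave Adonis F = 0.983 for warming (4.28% of the variation, P = 0.339), Anosim R = 0.0036 (P = 0.339), and MRPP delta = 0.272 (P = 0.297), and P was 0.371 when whole plots were exchanged. Bulk soil gave F = 0.856 (3.74% of the variation, P = 0.404), and in 2016 alone F = 2.66 (P = 0.031 by permutation). The 7 families of litterbags became 0 without 2016, 0 without 2017, 0 without block 4, 3 without block 2, 3 without block 3, and 42 without block 1. They became 76 with probes detected in 6 of 12 arrays, 20 with all families of at least 1 probe, 5 by share of detected probes, 5 by mean score, 32 among the brightest probes, 3 after quantile normalization, 18 with the covariate, 67 without the arrays with under 15000 detected probes, 2 without plot 10 of 2017, and 0 in a model of litterbags alone.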

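Cellobiase took 0.380% ± 0.010 (SD, n = 12) of the score in warmed litterbags and 0.368% ± 0.011 (SD, n = 12) in control litterbags, and endoglucanase 0.274% ± 0.011 and 0.266% ± 0.012. Their ln response ratios were 0.0330 (95% interval 0.0109 to 0.0552) and 0.0321 (-0.0020 to 0.0662). By limma, cellobiase had a log2 difference of 0.048 (standard error 0.017, adjusted P = 0.118, higher in 9 of 12 pairs), opposite in sign among the brightest probes and by mean score. Endoglucanase had 0.046 (standard error 0.021, adjusted P = 0.207, higher in 9 of 12 pairs), opposite in sign among the brightest probes. Axe took 0.0515% ± 0.0077 in warmed and 0.0538% ± 0.0091 in control litterbags, a ln ratio of -0.044 (-0.172 to 0.084) and an adjusted P of 0.586, higher in 6 of 12 pairs and opposite in sign with the covariate. Exoglucanase had a log2 difference of -0.035 (adjusted P = 0.637, higher in 5 of 12 pairs). Over all families 0 of the 4 cellulose genes passed, and adjusted over the list alone 1 was higher. By year (n = 4 pairs), the ln ratio of cellobiase was 0.0378 in 2016, 0.0193 in 2017, and 0.0425 in 2018, that of endoglucanase 0.0498, 0.0417, and 0.0051, and that of axe 0.053, -0.142, and -0.033. None of these yearly ratios had an exact sign-flip P under 0.25, and 4 pairs allow no P below 0.125. Summed, the 4 genes took 0.814% ± 0.019 in warmed and 0.798% ± 0.014 in control litterbags, a paired ln ratio of 0.0197 (95% interval 0.0056 to 0.0338, higher in 10 of 12 pairs, exact sign-flip P = 0.0122). In bulk soil the paired ratio was 0.0127 (0.0035 to 0.0218, 10 of 12 pairs, exact P = 0.0156), and the difference between both had P = 0.413 by the exact sign-flip test. The litterbag ratio was 0.0234 (exact P = 0.00537) by share of detected probes, -0.0294 (P = 0.111) among the brightest probes, -0.00032 after quantile normalization, -0.0037 by mean score, and had exact P = 0.0571 by plot means. The litterbag ratio did not pass without 2016 (0.0175) or without block 1 (0.0148). The soil ratio had exact P = 0.114 by plot means, and 0.25 by plot means within blocks (3 of 4 blocks), an alternative chosen after the values were seen. The soil ratio, from 0.0082 to 0.0136, did not pass without 2017, without 2018, or without block 2, 3, or 4.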

Most genes involved in the decomposition of other carbon compounds, including those related to decomposing glyoxylate cycle (e.g. *aceA* and *aceB*) starch (e.g. *amyA*, *glucoamylase*, *nplT*, and *pulA*), hemicellulose (e.g. *ara*, *mannanase*, and *xylanase*), pectin (e.g. *endopolygalacturonase*, *exopolygalacturonase*, *pme*, and *rgl*), chitin (e.g. *acetylglucosaminidase*, *chitin deacetylase*, and *chitinase*), lignin (e.g. *glx* and *phenol oxidase*), and terpenes (e.g. *cdh* and *limeh*) were also increased in abundance or only detected under warming in litterbags (Fig. 3D).

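Of the carbon decomposition families, 5 had a response ratio interval above 0 in warmed litterbags and none had one below 0. By ratios within pairs of the same block and year, 7 were higher and 2 lower, the lower ones Mnp (ln ratio -0.0630, higher in 2 of 12 pairs) and fungal phospholipase A2 (-0.115, 3 of 12 pairs). Besides cellobiase, the 5 with an interval above 0 were fungal lactase (ln ratio 0.421, 95% interval 0.108 to 0.735), Lmo (0.307, 0.0997 to 0.514), fungal chitin deacetylase (0.210, 0.0585 to 0.361, opposite in sign by mean score), and Glx, a glyoxal oxidase gene (0.0529, 0.0066 to 0.0992, opposite in sign among the brightest probes and by mean score). By limma, 0 of the 44 families tested passed (11 at an unadjusted P under 0.05), also when adjusted over these 44 alone. Adjusted over the lists of single substrates, 1 of 3 chitin genes and 1 of 2 inulin and lactose genes were higher. After adjustment the response ratio passed 0 as well, also within pairs. The lowest adjusted P by limma were 0.0853 for lactase (log2 difference 0.81, higher in 9 of 11 pairs) and 0.0946 for chitin deacetylase (0.26, 8 of 12 pairs). For the glyoxylate cycle, AceA, the isocitrate lyase gene, had a log2 difference of 0.040 (adjusted P = 0.315) and AceB 0.0036 (adjusted P = 0.950). Among starch genes AmyA had -0.010 (adjusted P = 0.410, higher in 2 of 12 pairs), glucoamylase 0.0019, NplT -0.0040, and pulA 0.036, with adjusted P from 0.410 to 0.978. Among hemicellulose genes ara had 0.030 (9 of 12 pairs), mannanase 0.012, and xylanase 0.025. Among pectin genes fungal exopolygalacturonase had 0.14 (9 of 12 pairs), fungal endopolygalacturonase -0.035, pme 0.025, and rgl -0.0083. Chitinase had 0.030 (10 of 12 pairs), acetylglucosaminidase -0.014 (4 of 12 pairs), phenol oxidase 0.0014, and the terpene genes Cdh and Limeh 0.050 and 0.074 (9 of 12 pairs). Taken singly, 325 carbon probes were higher and 89 lower in warmed litterbags by limma (adjusted over these probes). Those counts were 349 and 65 without 2018, 19 and 48 without 2017, and 4 and 5 without 2016. They too rest on scores that depend on the number of detected probes, and were not run under the other scalings. By response ratio, at an unadjusted P under 0.05 and only among probes detected in both groups, 4 probes were higher and 26 lower. The limma counts differ from these in being adjusted and in scoring undetected probes as 0. With probes found in 1 group counted, an alternative chosen after the values were seen, the response ratio gave 521 higher and 111 lower. As for detection, 517 of the 3964 carbon probes were found in warmed but in no control litterbag, and 85 in control but in no warmed litterbag. Over all 36440 probes the numbers were 4747 and 658. With the 12410 brightest probes of each array they were 137 and 126 for carbon probes. The limma count of 0 became 8 (6 higher and 2 lower) with probes detected in 6 of 12 arrays, 4 without block 1 and 7 without the arrays with under 15000 detected probes. The paper states that most genes for other carbon compounds were increased in abundance or only detected under warming in litterbags.

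**Figure D3:**
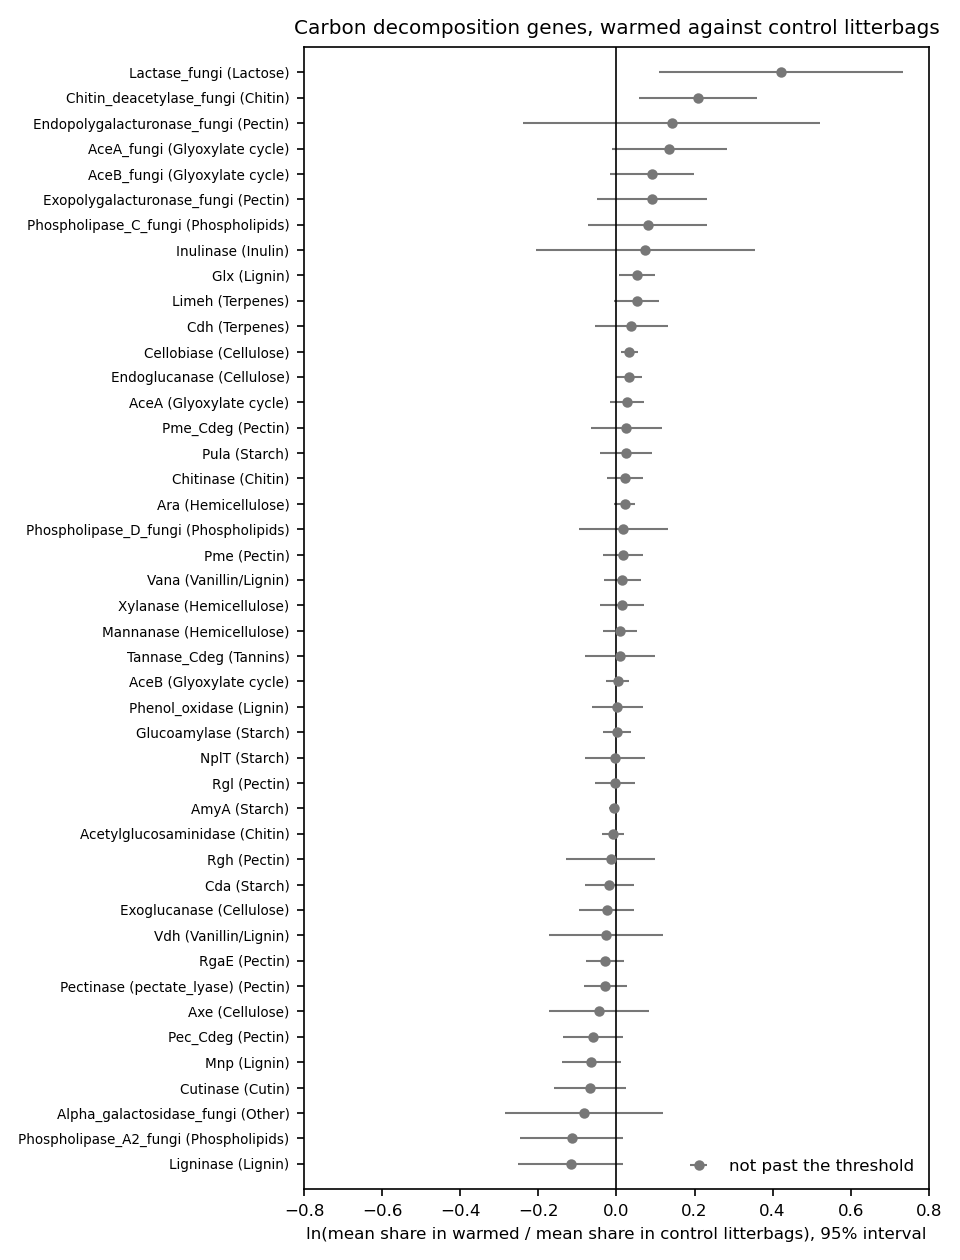
Natural log of the mean relative abundance in warmed over that in control litterbags for the carbon decomposition families tested (points) with 95% intervals (lines), n = 12 samples of each group. None passed limma at an adjusted P under 0.05, and most intervals include 0.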

### Community assembly mechanisms

Annual soil temperature was the most important environmental factor that correlated with bacterial and fungal community compositions in litterbags (*P* < .050 by partial Mantel; Supplementary Table 5). Moisture in the sampling month was correlated with bacterial community compositions (r = 0.180, *P* < .050 by partial Mantel) but not fungal community compositions (r = 0.037, *P* > .050 by partial Mantel; Supplementary Table 5). However, environmental factors explained only a small proportion of the variation in bacterial (10.8%) and fungal (5.6%) communities in litterbags, while biotic factors (i.e., topological properties of networks such as the numbers of nodes and links, average degree, avgCC, average path distance, modularity, and density) explained 22.4% of variations in bacterial communities and 6.0% of variations in fungal communities (MRM analysis, Table 2). Most microbial community variations could not be explained by either abiotic or biotic factors, as the unexplained proportion was 67.9% for bacteria and 88.4% for fungi in litterbags (Table 2).

**Table 2:** Relative contributions of abiotic factors and biotic factors to bacterial and fungal communities based on MRM.

	Litterbag		Soil	
	R^2^	*P*	R^2^	*P*
Bacterial communities				
Abiotic factors	0.109	**0.009** ^**a**^	0.171	**0.001**
Biotic factors	0.212	**0.001**	0.044	**0.012**
Unexplained	0.679	NA	0.785	NA
Fungal communities				
Abiotic factors	0.056	**0.001**	0.070	**0.011**
Biotic factors	0.060	**0.021**	0.245	**0.001**
Unexplained	0.884	NA	0.685	NA

a Significant differences (*P* < .050) are shown in bold.

The tNST values for bacterial communities in both litterbags and bulk soils were greater than 0.50, suggesting that these communities were predominantly assembled by stochastic processes (Supplementary Fig. 10A). Fungal communities also exhibited a tNST value of >0.50 in litterbags, while the tNST value was 0.50 in bulk soil, suggesting more deterministic assembly processes in soil samples (Supplementary Fig. 10B). Functional community assembly in litterbags shifted from more deterministic processes (tNST = 0.45) to more stochastic processes (tNST = 0.58; *P* < .050 by Wilcoxon test) under warming (Supplementary Fig. 10C). However, functional community assembly was more deterministic in bulk soil than in litterbags, exhibiting tNST values of <0.50 in bulk soil (*P* < .001 by Wilcoxon test; Supplementary Fig. 10C).

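The stochasticity ratio of functional genes was 0.736 in warmed litterbags and 0.741 in control litterbags, over 66 pairs of samples in each group. The mean over sample pairs was 0.777 ± 0.243 (SD) and 0.760 ± 0.236 (SD). The difference of the ratios, -0.0054, had P = 0.93 by permutation of the group labels (99 draws). It was -0.117 without 2017, where it passed the test, and 0.0824 without 2016. The ratio compares observed Jaccard similarity with that of 100 null communities, which kept each sample's number of detected probes and drew probes in proportion to their occurrence in the group. The paper's methods describe a null model that randomized composition and word the ratio as the proportion of sample pairs more dissimilar than the null. They name neither the distance nor how the null draws were made. Counted as that proportion, an alternative chosen after the values were seen, the value was 0.0909 in each litterbag group. With null communities drawn from the probes of all 48 arrays, an alternative chosen after the values were seen, warmed litterbags had 0.709 and control litterbags 0.486 (difference 0.223, P = 0.02 by permutation).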

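The stochasticity ratio was 0.765 in warmed soils and 0.783 in control soils. The mean of both litterbag groups minus that of both soil groups was -0.036 (P = 0.22 by permutation of the labels). It was -0.0536 without block 2, where it passed the test, and 0.0569 without 2016. Null communities drawn from the probes of all 48 arrays gave 0.437 in warmed and 0.408 in control soils and turned the difference to 0.175 (P = 0.01, the smallest that 99 draws can give). In 2016 alone the difference was 0.185.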

A positive correlation (r = 0.291–0.605, *P* < .050 by Mantel test) was observed between microbial taxonomic dissimilarity and functional dissimilarity in bulk soils, suggesting that taxonomic and functional composition was coupled (Supplementary Table 6). This correlation was weaker under warming (r = 0.291, *P* < .050 for bacteria; r = 0.292, *P* < .050 for fungi) than under control (r = 0.605, *P* < .001 for bacteria; r = 0.373, *P* < .050 for fungi). In contrast, there was no such correlation between microbial taxonomic dissimilarity and functional dissimilarity in litterbags (Supplementary Table 6).

### Warming effects on soil carbon cycling

Across 3 years of the warming treatment (2016–2018), the average surface soil temperature increased by 1.8°C (β = 1.718, *P* < .001 by LMM) compared to the control plots, while soil moisture decreased by 17.0% (β = −0.619, *P* < .010 by LMM; Supplementary Fig. 11). Warming also significantly increased the total soil respiration (β = 1.075, *P* < .050 by LMM), while other environmental factors remained unchanged (Supplementary Fig. 11).

We further estimated the warming effect on soil ecosystems using the MEND model, which takes microbial processes into account [41, 42]. We referred to the MEND model calibrated with only traditional observations, such as heterotrophic respiration (*R*_h_) and MBC, as the traditional MEND model (tMEND). Meanwhile, we designated the MEND model calibrated with supplementary cellulose-decomposing genes as the gene-informed MEND model (gMEND). In addition to the best fit between observed and simulated *R*_h_, we constrained the gMEND model by attaining the highest correlation between gMEND-modeled hydrolytic enzyme concentrations and cellulose-decomposing gene abundances. As a result, the gMEND model was able to effectively simulate the observed soil *R*_h_ under both control (R^2^ = 45.8%) and warming conditions (R^2^ = 53.3%; Fig. 4A). Compared to tMEND model, the parameter uncertainty (coefficient of variation) of gMEND model was reduced for both control and warming models (Supplementary Fig. 12).

**Figure 4:**
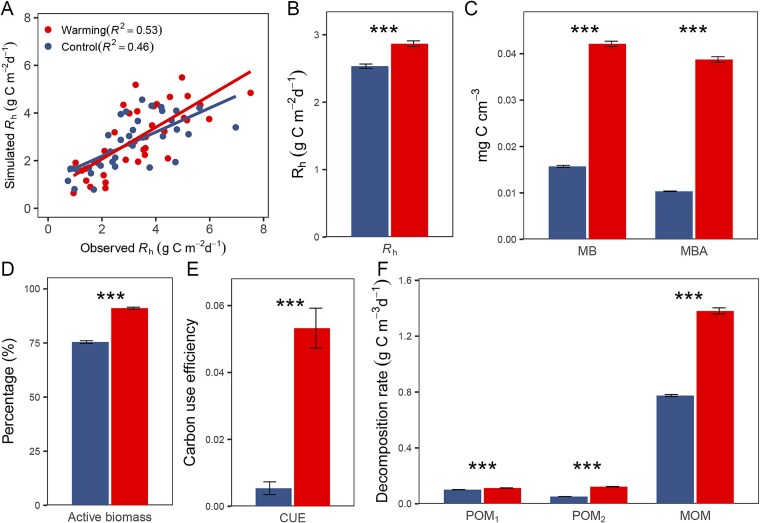
MEND model performance and warming effects on (B) heterotrophic respiration, (C) MB, MBA, (D) percentage of MBA, (E) carbon use efficiency, and (F) decomposition rates of carbon pools based on model simulations. (A) Comparison between gMEND-simulated and observed heterotrophic respiration (*R*_h_) under control and warming conditions. Asterisks indicate significant differences between control model and warming model: ^*^P < .050; ^**^P < .010; ^***^P < .001.

Model simulations showed that warming yielded a 13.1% rise in *R*_h_ (t = 6.376, *P* < .001 by *t*-test; Fig. 4B), which was consistent with field observations (Supplementary Fig. 11). Warming increased MB (t = 42.745, *P* < .001 by *t*-test), active MB (MBA; t = 47.308, *P* < .001 by *t*-test; Fig. 4C), microbial active fraction (t = 20.440, *P* < .001 by *t*-test; Fig. 4D) and carbon use efficiency of soil microorganisms (t = 7.635, *P* < .001 by *t*-test; Fig. 4E). Warming also increased the decomposition rates of all three carbon pools in the MEND model (12.0% increase of the decomposition rate of oxidative enzyme-associated particulate organic carbon, 137.4% increase of the decomposition rate of hydrolytic enzymes-associated particulate organic carbon, and 78.2% increase of the decomposition rate of mineral associated organic carbon, *P* < .001 by *t*-test; Fig. 4F).

## Discussion

In this study, we conducted a multi-year in situ litterbag experiment to investigate the effect of warming on the taxonomic and functional compositions of microbial communities involved in cellulose decomposition. Our results showed that the cellulose recruited phylogenetically diverse microorganisms from the bulk soil (Fig. 1), which were enriched in functional genes related to the decomposition of cellulose and other carbon substrates (Fig. 3). In addition, there were no significant correlations between functional richness and taxonomic richness (Supplementary Fig. 5), which was suggestive of high functional redundancy, a phenomenon where multiple species or taxa perform similar ecological roles or functions within a community [55]. Although we found no significant effect of warming on the overall functional composition of the community (Supplementary Table 1), warming increased the relative abundances of most carbon-decomposing genes (Fig. 3). In addition, warming altered the overall taxonomic compositions of microbial communities in litterbags (Supplementary Table 1). This discrepancy between taxonomic and functional responses to warming might be attributed to different assembly mechanisms; deterministic processes dominated functional assembly, while stochastic processes dominated taxonomic assembly (Supplementary Fig. 10). We also incorporated the cellulose-decomposing genes into the MEND model, which improved the model performance and revealed that warming stimulated the decomposition of soil carbon pools (Fig. 4).

## Litterbags versus bulk soil

Understanding the differences between microbial communities in litterbags and bulk soil is essential for identifying the specific recruitment patterns and functional traits of microorganisms involved in cellulose decomposition. We detected 22 138 bacterial zOTUs and 2075 fungal zOTUs in litterbags (Fig. 1 and Supplementary Fig. 2), whose composition was distinct from that in the bulk soil (Supplementary Table 1 and Supplementary Fig. 3). The process of cellulose metabolism in soil environments requires complex interplay between cellulolytic microorganisms and other microbes utilizing the products of cellulose hydrolysis, such as small oligosaccharides and organic acids [10]. This collaborative effort can lead to the detection of numerous taxa in litterbags, many of which may not play a direct role in cellulose decomposition and are thus considered to be “noise”. Nevertheless, we identified several enriched bacterial zOTUs from the phyla Proteobacteria, Bacteroidetes, and Actinobacteria in litterbags (Fig. 1E), consistent with previous studies isolating many cellulolytic bacteria within these phyla [56, 57].

We identified a bacterial zOTU affiliated with the closed-related genera *Burkholderia-Caballeronia-Paraburkholderia* that was enriched in litterbags, showing the highest relative abundance of 10.71% (zOTU1; Fig. 1E). The genus *Burkholderia* accounted for 21.5% of bacterial communities in trophic leaf litter [58] and contributed to carbon accumulation from cellulose in forest litter based on stable isotope probing [59], suggesting its potential importance in plant litter decomposition. The order Rhizobiales had the highest number of enriched bacterial ZOTUs (12/54), in line with previous studies that revealed their high cellulolytic potential [60]. Some members of the Rhizobiales bacteria encode surface attachment proteins and exhibit morphology with filamentous appendages, suggesting their importance in decomposing POM [61]. In contrast to the high number of enriched bacterial taxa, there were far fewer enriched fungal taxa in litterbags (Fig. 1C and D). Many fungal species are capable of cellulose decomposition, while cellulolytic bacteria are concentrated within a few taxa [10]. In addition, fungi are more patchily distributed in soils, making it more difficult to consistently identify enriched fungal taxa across multiple samples compared to bacteria. The enriched fungal taxa identified in our study were clustered in the class Eurotiomycetes of the phylum Ascomycota, known to widely possess the Cellobiohydrolases family GH7 [62].

Microbial functional traits are more directly linked to organism fitness and ecosystem processes than phylogenetic biomarkers [63]. Rapid microbial growth requires a higher capacity to synthesize proteins, which is commonly indicated by the high number of *rrn* copies in the genome [64]. In our study, the community-level *rrn* copy number was higher in litterbags than in bulk soil (Fig. 2A), suggesting that bacterial communities in litterbags had an overall higher maximum growth rate and lower carbon use efficiency [65]. Similarly, our recent study revealed that copiotrophic coastal sediments favored microbial communities with high *rrn* copy numbers, while oligotrophic ocean water favored microbial communities with low *rrn* copy numbers [34]. The abundance-weighted genome size of bacterial community was also higher in litterbags than in bulk soil (Fig. 2B). One possible explanation is that the cellulose present in litterbags provides a favorable niche for copiotrophic microorganisms, which are less likely to undergo genome streamlining as a mechanism of nutrient conservation under nutrient limitation [66]. Furthermore, the larger abundance-weighted genome size and higher abundance-weighted genome GC content observed in litterbags (Fig. 2B and C) implicate a lower carbon use efficiency [20].

## Warming effects on microbial communities

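Functional gene profiles differed between years, with F = 3.29 by Adonis (10.8% of the variation, P = 0.018) in a model of sample type, warming, year, and their pairwise interactions over all 48 samples. Warming by year gave F = 1.34 (4.42% of the variation, P = 0.222), sample type by year F = 1.18 (P = 0.315), and sample type by warming F = 0.935 (P = 0.364). On presence and absence, year gave F = 3.01 (P = 0.025) and warming by year F = 1.27 (P = 0.253). The term for year did not pass without 2016 (F = 0.698) or without block 2 (F = 1.58). In litterbags, detected probes were 27264 ± 9442 (SD, n = 4) in warmed and 28072 ± 2178 (SD, n = 4) in control samples in 2016, 28032 ± 5398 and 18742.5 ± 4695 in 2017, and 20717.5 ± 5571 and 21001 ± 7064 in 2018. The warming effect on these numbers differed between years with P = 0.215 by permutation.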

The interactive effects of warming and year on microbial communities and their networks were insignificant (Supplementary Table 3), suggesting that our results were repeatable and not influenced by annual variability. Warming alters microbial taxonomic composition and co-existence patterns in both bulk soils and litterbags (Supplementary Table 1 and Fig. 3). However, there was no significant change in microbial α-diversity in litterbags under warming (Supplementary Fig. 2), differing from results in bulk soil where warming decreased microbial α-diversity [6, 67]. One physiological response of microorganisms to warming is to reduce substrate affinity, leading to a higher substrate demand [68, 69]. Therefore, the generally high substrate supply in litterbags could meet the high substrate demand and sustain microbial growth to maintain α-diversity. The litterbags provide a cellulose-rich microenvironment that selectively recruits a diverse array of microorganisms from the surrounding soil, many of which possess genes encoding cellulolytic enzymes. Microbial taxa exhibit varying temperature sensitivities, reflecting their different metabolic responses to warming [70]. Accordingly, warming affected microbial community composition in both litterbags and bulk soils (Supplementary Table 1 and Supplementary Fig. 6), as observed previously [7]. Evidenced by significant changes in average CC and density of microbial networks (Fig. 3B), warming altered potential microbial co-existence patterns in litterbags, implying possible changes in network stability [38].

Unlike certain narrow functions dominated by a few phylogenetically specific groups [71], cellulose decomposition can be performed concurrently by taxa that are broadly distributed across the microbial tree of life [10, 72]. A high degree of functional redundancy suggests functional stability in biogeochemical cycles [73], which could contribute to functional resistance to warming. This redundancy enables ecosystems to sustain carbon decomposition even when specific taxa are diminished or removed due to changing conditions, maintaining the stability of pathways [1, 74]. By supporting a continuous supply of functional genes involved in cellulose degradation, functional redundancy acts as a buffer against environmental fluctuations, preserving key biogeochemical cycles [31]. Warming did not alter the overall functional composition of microbial communities (Supplementary Table 1), suggesting that warming decoupled taxonomic and functional composition. This decoupling between taxonomic and functional dissimilarity was further supported by the lack of a significant relationship between taxonomic dissimilarity and functional dissimilarity in litterbags (Supplementary Table 6). On the contrary, no such decoupling was observed in bulk soil (Supplementary Table 6), which may be attributed to the lower within-group dispersion in taxonomic and functional compositions in bulk soil (Table 1). Interestingly, we observed an increase in specific functional genes associated with carbon decomposition in response to warming (Fig. 3D). This finding agreed with many previous studies showing that warming enhanced the potential for microbial cellulose decomposition by increasing the relative abundance of microbial carbon-decomposing genes [75].

Functional redundancy does not necessarily imply community neutrality because species with overlapping metabolic potential might be affected by different combinations of biotic and abiotic factors [76]. In our study, the taxonomic composition showed a predominantly stochastic assembly, while the functional assembly was dominated by deterministic processes (Supplementary Fig. 10). During the establishment of the fungal community in beech wood, the assembly history manipulated by pre-colonizing fungal species dictated the subsequent community composition [77]. This phenomenon, known as the priority effect [78], refers to how the order and timing of species’ arrival influence community development because early-arriving species can alter environmental conditions, such as producing secondary metabolites, which modify the niches available to late-arriving species [79]. In our study, taxonomically distinct cellulolytic species may have been recruited into the litterbags first and altered the trajectory of community assembly, resulting in a high level of stochasticity in microbial taxonomic assembly.

## Warming effects on carbon cycling

The effects of warming on microbial communities have direct consequences for carbon cycling, particularly in SOM decomposition. We have recently demonstrated that developing microbial-explicit ecosystem models with functional traits will empower us to mechanistically simulate extensive-scale experiments, which would otherwise incur substantial costs if implemented in real-world settings. This approach enables us not only to verify experimental results but also to predict their future dynamics with precision [80]. Accordingly, we incorporated the cellulose-decomposing genes into the MEND model. Our refined gMEND model exhibited lower uncertainty compared to the tMEND model while still predicting *R*_h_ well. Subsequent simulation showed that warming increased *R*_h_ (Fig. 4B), which was consistent with our observation that warming stimulated total soil respiration by 32.3% and increased *R*_h_ by 12.1% in soil (Supplementary Fig. 11). We found a smaller increase in *R*_h_ under warming (Fig. 4B) compared to an earlier observation at our study site, which induced a 22.0% increase of *R*_h_ between 2010 and 2012 [81]. Long-term warming might foster thermal adaptation within microbial communities, resulting in a smaller increase in *R*_h_ in later years. Accordingly, we found that the relative abundances of carbon-decomposing genes in the warming samples increased during the initial 5 years but decreased to similar levels to the control samples by the 6th and 7th years [31]. Furthermore, our model simulations showed that warming stimulated soil microbial activity and carbon-decomposing rates, especially for stable mineral-associated organic carbon (Fig. 4), which was consistent with previous study that MOM was more sensitive to warming than POM in grasslands [82]. In addition, a recent study suggested that rapid shifts in microbial interactions could substantially change the temperature dependence of microbial community respiration [83]. We also observed that warming altered microbial co-existence networks (Fig. 3B and C), which could suggest changes in putative biotic interactions. Future work to incorporate microbial interactions into our gMEND model holds promise for enhancing the model performance.

## Conclusive remarks

In this study, we examined microbial taxonomic and functional communities in litterbags and bulk soils, as well as how they were affected by global warming. Although there was considerable overlap in the microbial populations found in litterbags and bulk soils, their community compositions showed significant differences, with greater dispersion and heterogeneity observed in litterbags. In addition, we provide evidence of functional redundancy in the microbial communities responsible for cellulose decomposition.

Our study revealed significant effects of climate warming on microbial communities in both litterbags and bulk soils, with changes in certain bacterial and fungal genera and increases in genes associated with carbon decomposition. Moreover, our analysis of community assembly mechanisms showed that while abiotic and biotic factors contributed to shaping the composition of microbial communities, most variations in the microbial communities could not be accounted for, suggesting that stochastic processes played a more substantial role in community assembly. Overall, our study highlights the importance of comprehending the composition and assembly dynamics of microbial communities in soil and litterbags, corroborating the recent findings that microbial decomposers exert a broad control on litter decomposition rates [74]. As a result, explicitly incorporating cellulose decomposers in biogeochemical models could provide valuable insights for accurately predicting future carbon dynamics in the face of global warming.

## Supplementary Material

Supp_litterbag_ycae152

## Data Availability

DNA sequences of 16S rRNA gene and ITS amplicons for bulk soil samples are publicly available in NCBI Sequence Read Archive under the accession number PRJNA331185. DNA sequences of 16S rRNA gene and ITS amplicons for litterbag samples are publicly available in NCBI Sequence Read Archive under the accession number PRJNA995218. GeoChip data are publicly available online (www.ncbi.nlm.nih.gov/geo/) with the accession number GSE237659.

## Code availability

The R codes that support the findings of this study are publicly available at https://github.com/sssyf/litterbag.

# Supplementary material for: Warming stimulates cellulose decomposition by recruiting phylogenetically diverse but functionally similar microorganisms
**Source:** ISME Commun. 2025 Mar 3;5(1):ycae152. doi: 10.1093/ismeco/ycae152
**Supplement:** Supp_litterbag_ycae152

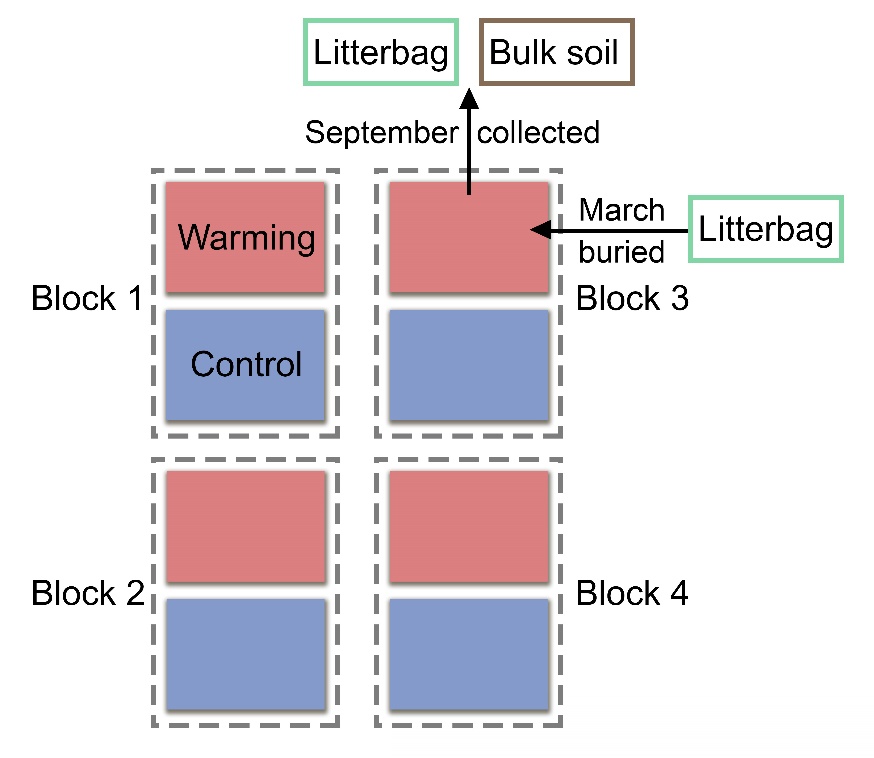

**Fig. S1. Schematic description of field and litterbag experiment.**

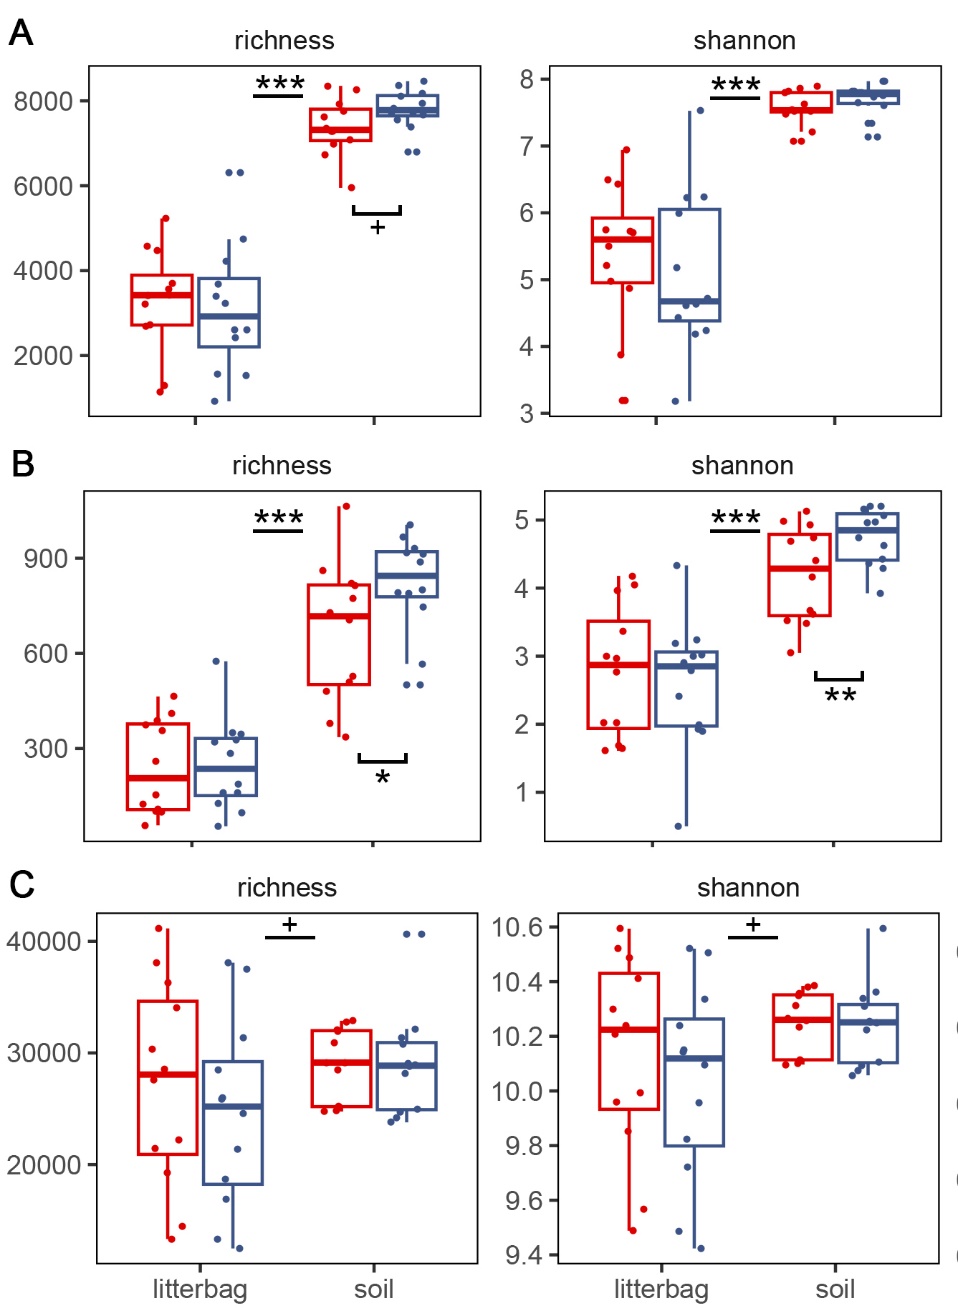

**Fig. S2. The α-diversities of (A) bacterial communities, (B) fungal communities, and (C) functional genes in litterbag and bulk soil samples.** The nodes and boxes colored in red represent warmed samples, and those colored in blue represent control samples. Asterisks indicate significant differences between warmed samples and control samples: ^+^*P* < 0.100; **P* < 0.050; ***P* < 0.010; ****P* < 0.001.

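The Shannon index of functional genes weighs each detected probe by its score. It was 10.079 ± 0.318 (SD, n = 12) in warmed litterbags and 9.971 ± 0.301 (SD, n = 12) in control litterbags, a difference of 0.108 (P = 0.338 by LMM, higher in 9 of 12 pairs, exact sign-flip P = 0.378). In bulk soil it was 10.216 ± 0.0886 in warmed and 10.200 ± 0.0951 in control samples, a difference of 0.016 (P = 0.488 by LMM, higher in 10 of 12 pairs, exact sign-flip P = 0.0659). The litterbag difference was -0.042 without 2017, and the soil difference of 0.0209 without 2016 passed the LMM. Litterbags had a lower index than soils, by a difference of -0.183 (P = 0.00146 by LMM), which did not pass without 2018 (-0.139). In 2018 alone, warmed soils exceeded control soils in 4 of 4 pairs in detected probes (27212 against 26099, exact P = 0.125, the smallest that 4 pairs allow).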

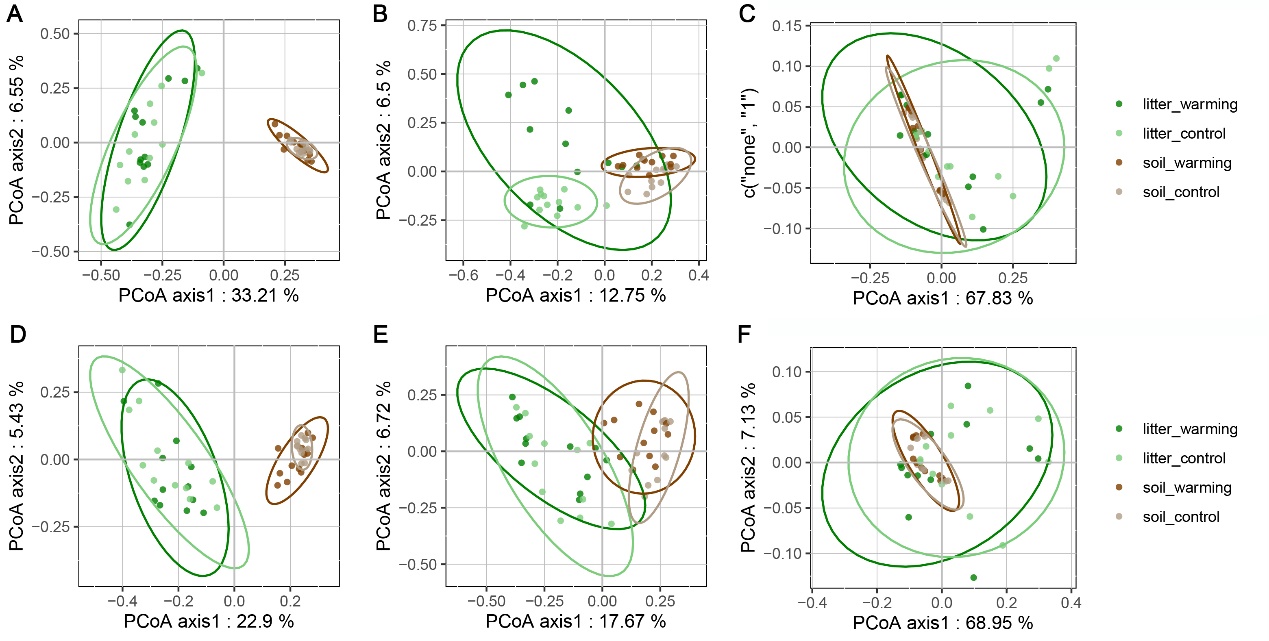

**Fig. S3. Principal Coordinates Analyses of the taxonomic and functional compositions of microbial communities in warmed and control plots.** (**A**) bacterial, (**B**) fungal, and (**C**) functional gene compositions based on Bray-Curtis distance; (**D**) bacterial, (**E**) fungal, and (**F**) functional gene compositions based on Sørenson distance.

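The PCoA places samples so that the distances between points approximate the differences between their functional gene profiles. On Bray-Curtis distance the first axis held 67.8% of the variation and the second 7.85%. Arrays with few and with many detected probes lay at different ends of the first axis. Those with 12410, 13235, and 13297 lay at 0.402, 0.376, and 0.373, and those with 33810 and 33993 at -0.141 and -0.143. The 67.8% is therefore not read as a difference of gene function or sample type alone. In all 48 arrays, 8350 of the probes were detected. Another 3571 probes were detected in litterbags but in no soil, and 1594 in soils but in no litterbag.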

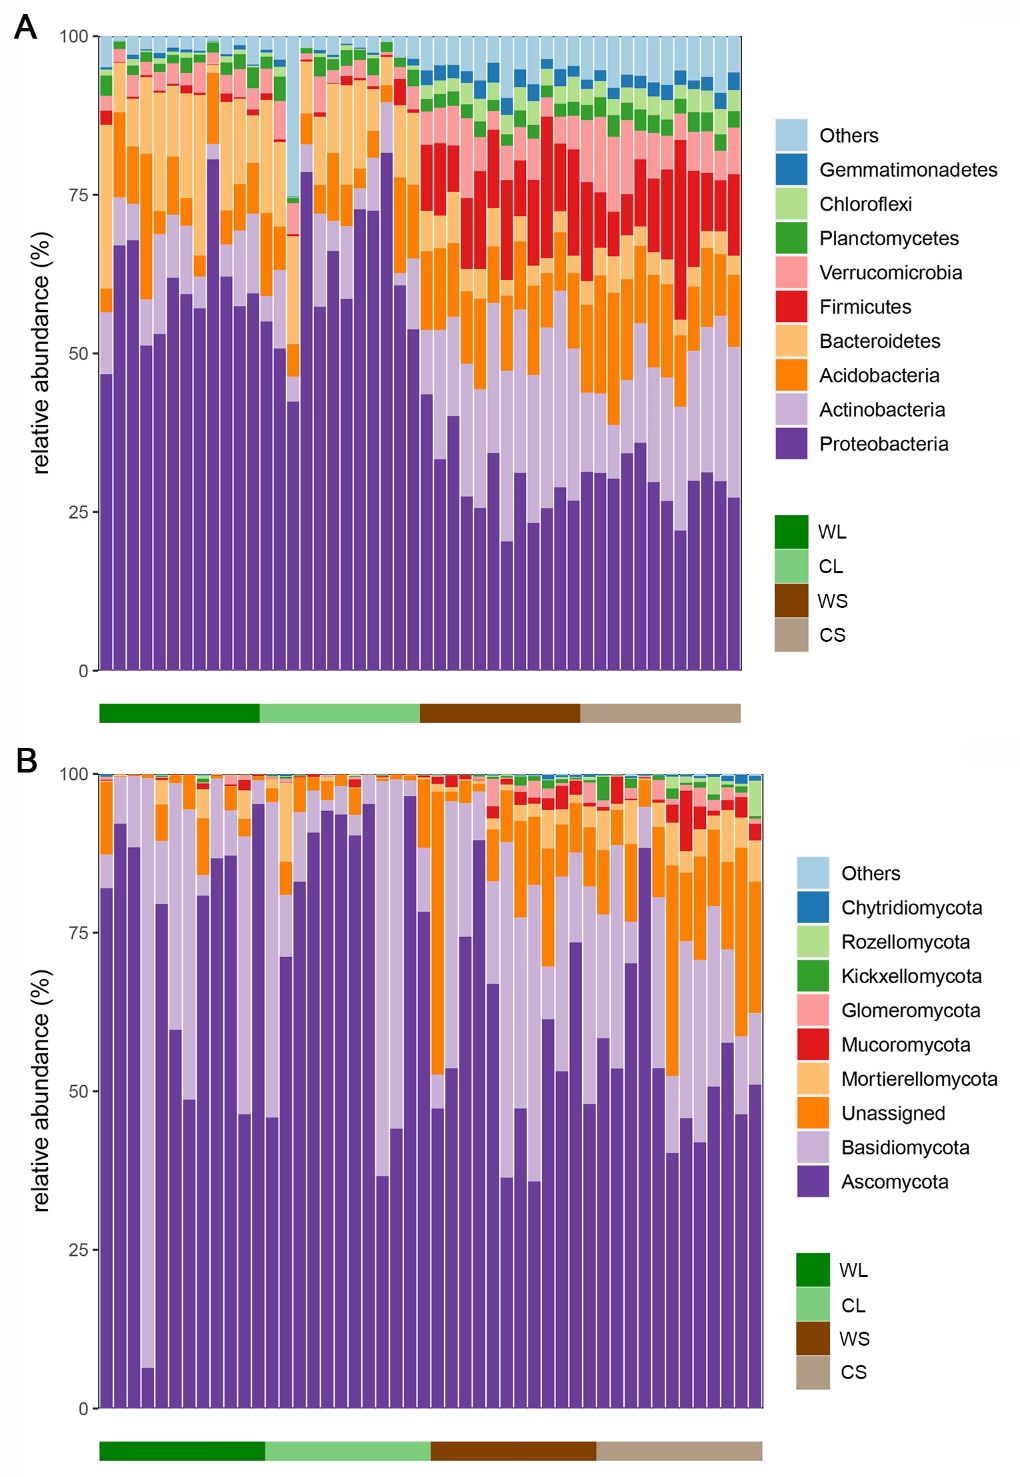

**Fig. S4. Phylum-level compositions of (A) bacteria and (B) fungi.** WL, warmed litterbag samples; CL, control litterbag samples; WS, warmed soil samples; CS, control soil samples.

**
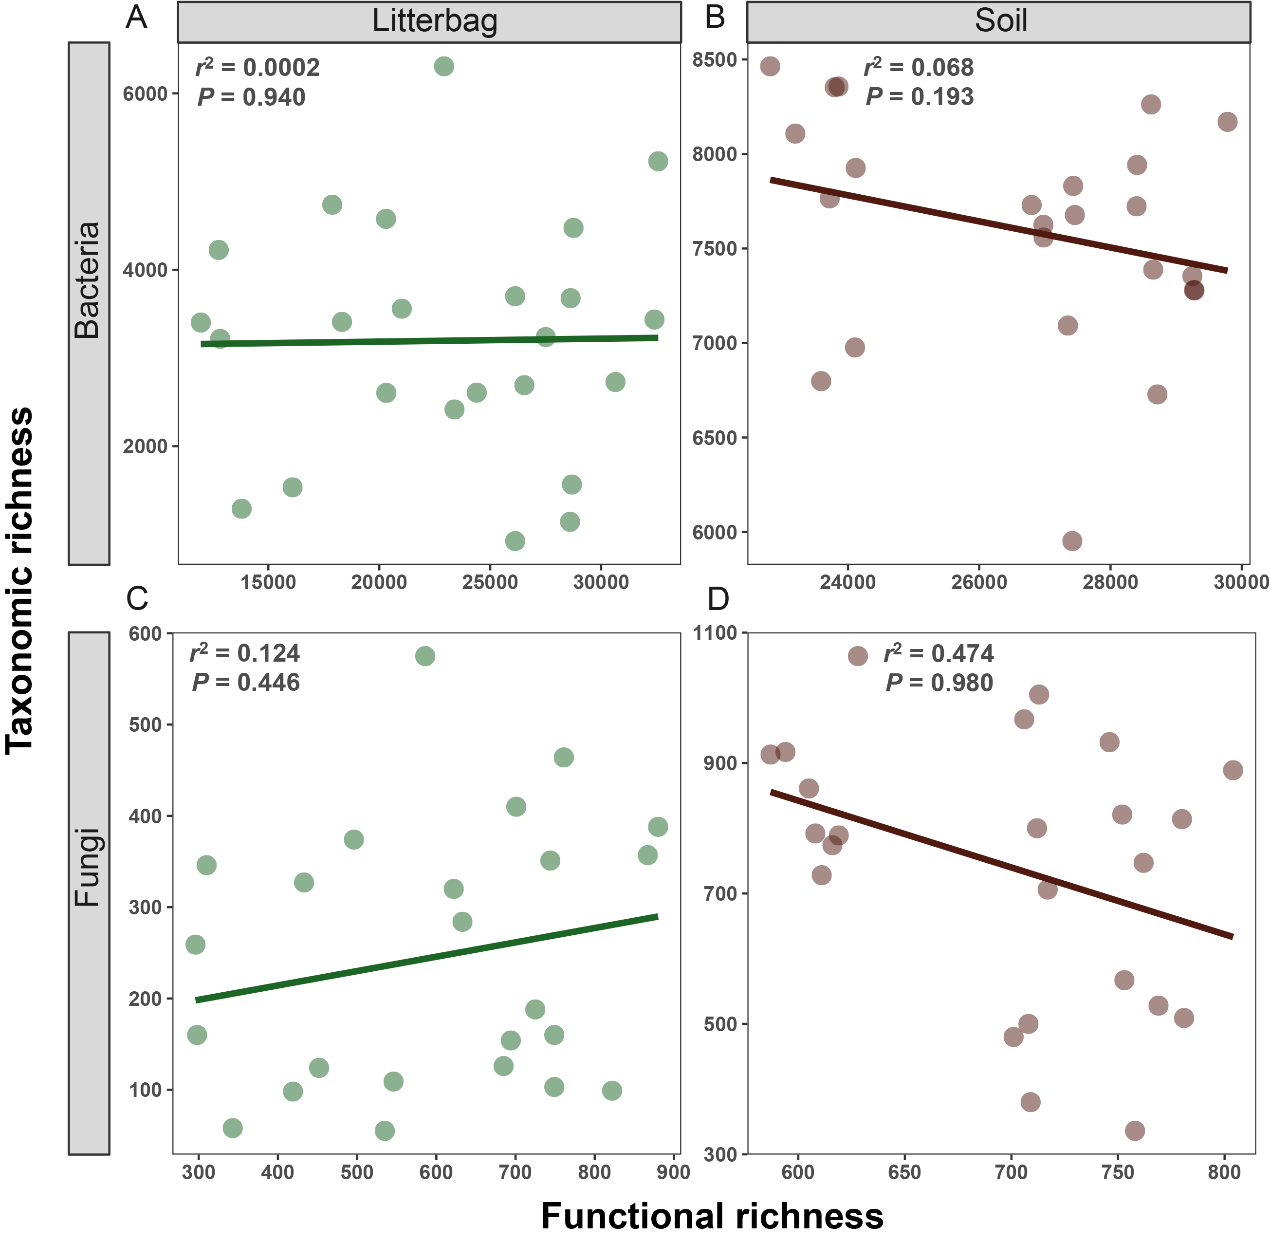
**

**Fig. S5. Relationships between functional and taxonomic richness in litter bags and bulk soil for bacteria and fungi.** The green points represent litterbag samples, while the brown points represent bulk soil samples.

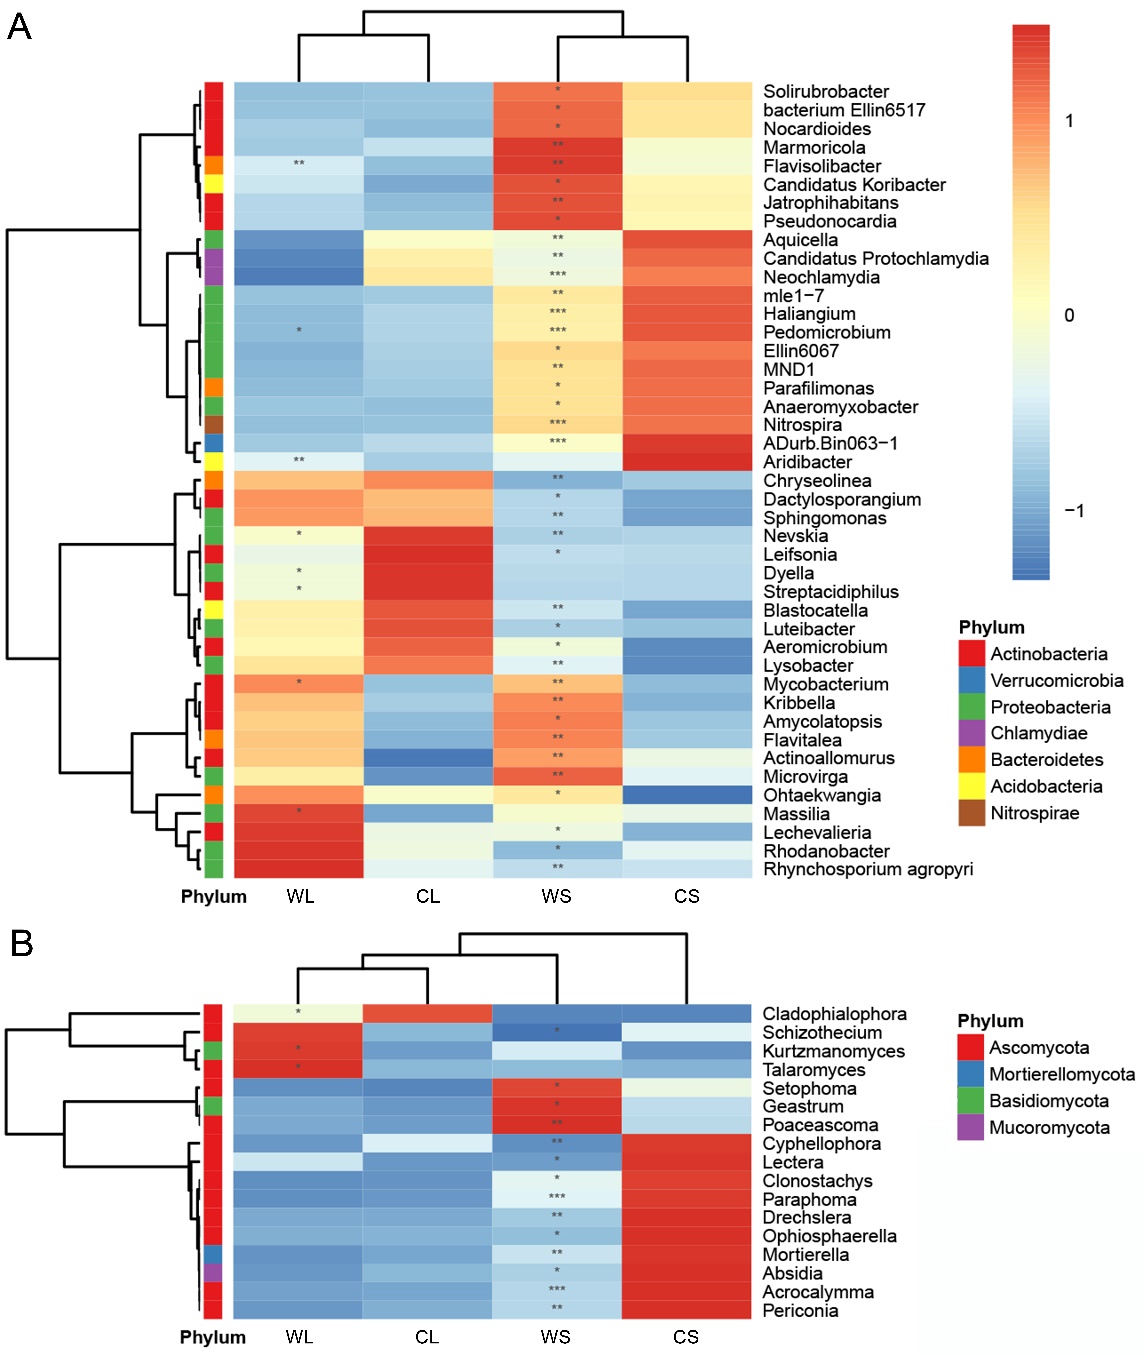

**Fig. S6.** **Heatmaps and clusters of (A) bacterial and (B) fungal genera.** Only genera that had relative abundance > 0.1% and with a significant difference between warmed/control litterbag or warmed/control bulk soil by the linear mixed model are included. WL, warmed litterbag samples; CL, control litterbag samples; WS, warmed soil samples; CS, control soil samples. Asterisks indicate significant differences between warmed and control samples: **P* < 0.050; ***P* < 0.010; ****P* < 0.001.

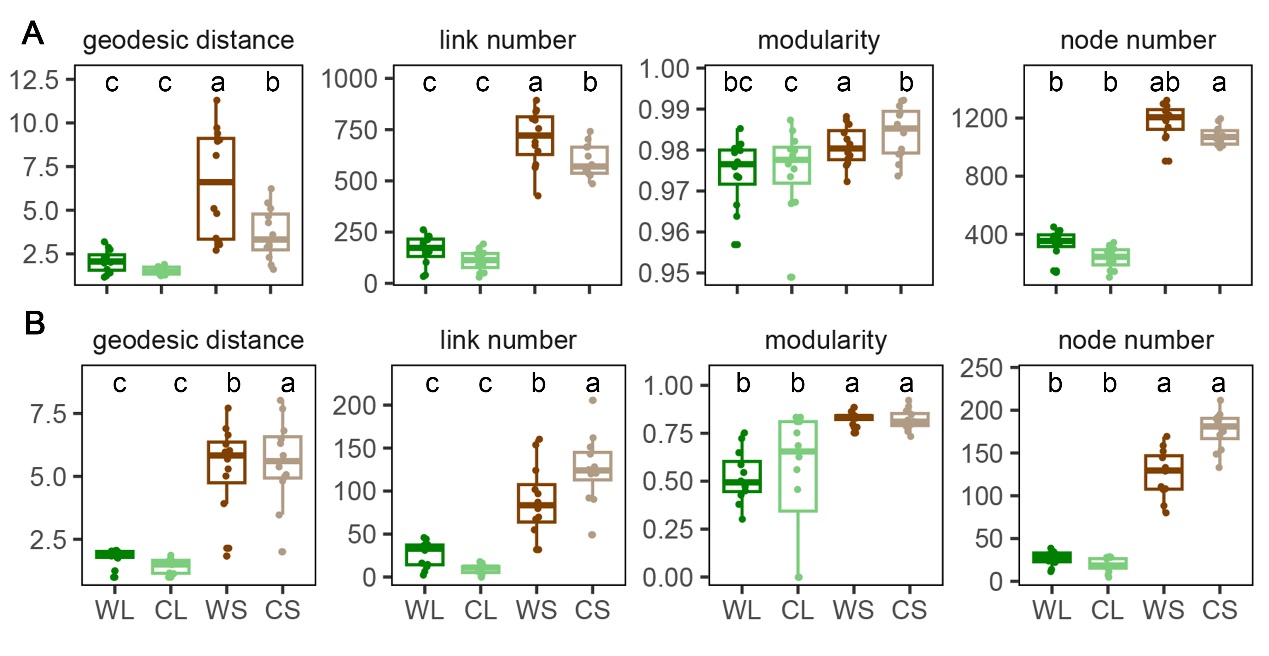

**Fig. S7.** **Other topological properties of (A) bacterial and (B) fungal networks.** WL, warmed litterbag samples; CL, control litterbag samples; WS, warmed soil samples; CS, control soil samples.

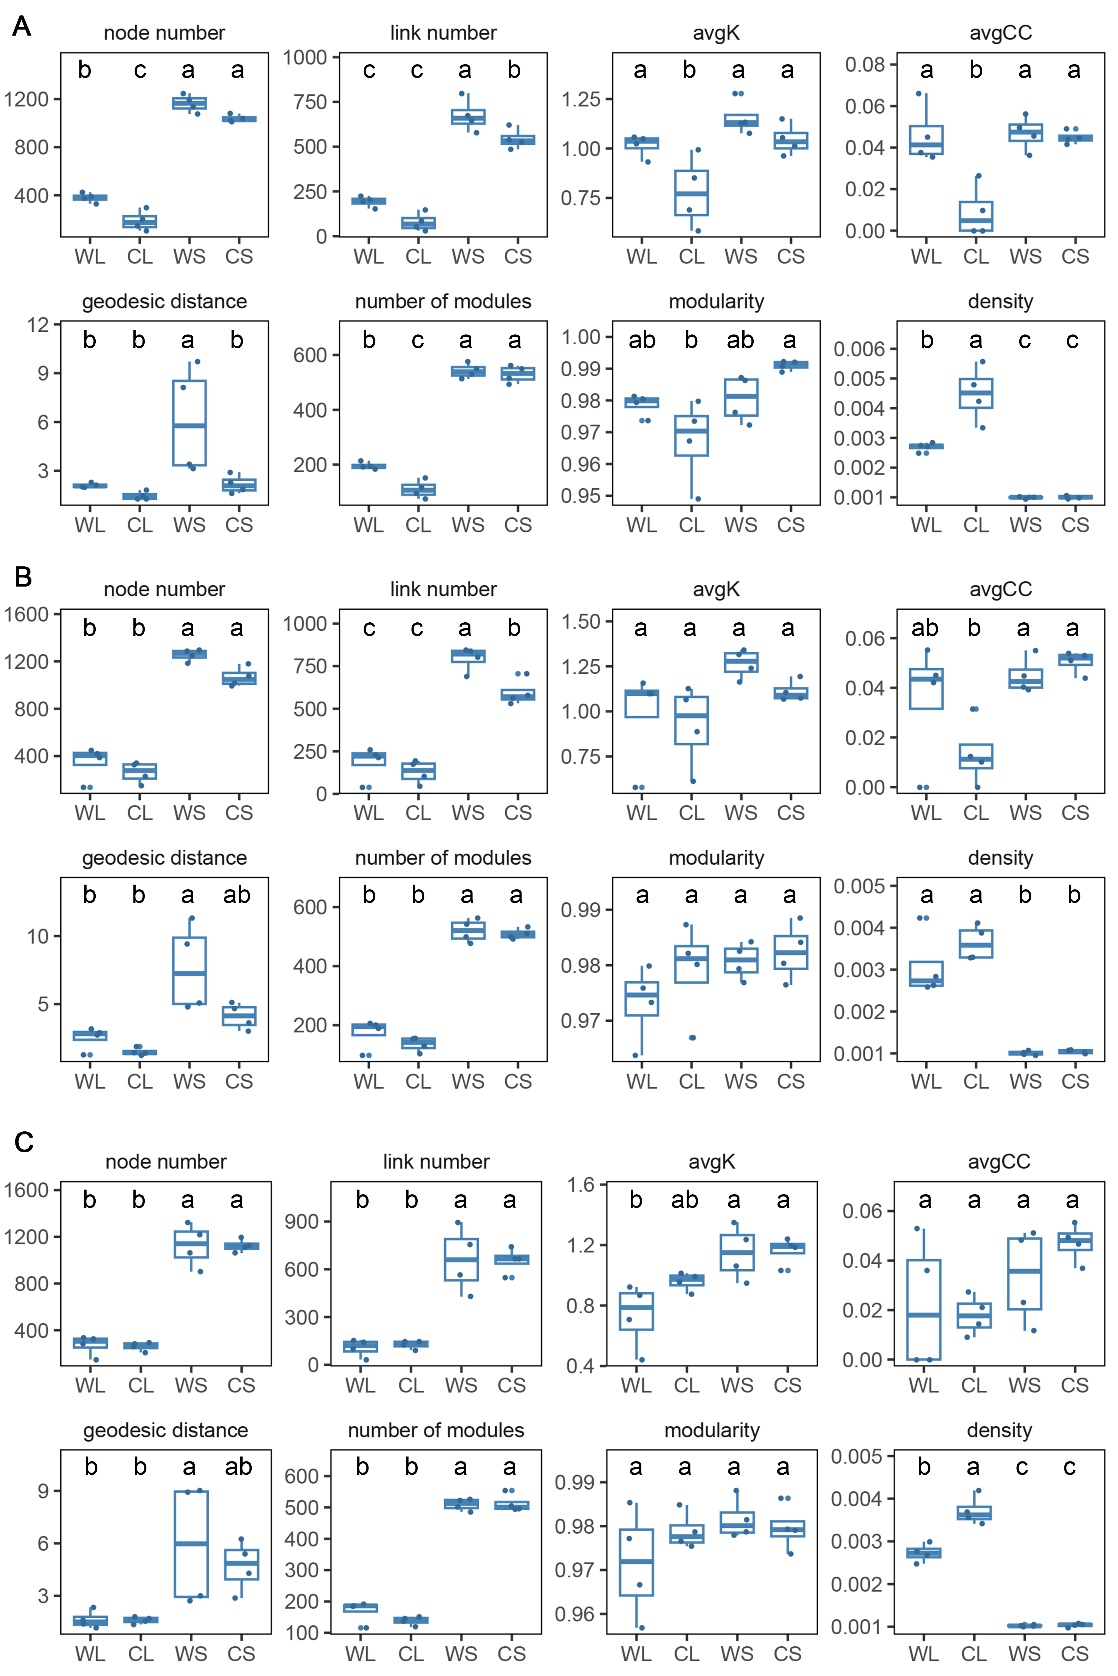

**Fig. S8. Topological properties of bacterial networks in (A) 2016, (B) 2017, and (C) 2018.** WL, warmed litterbag samples; CL, control litterbag samples; WS, warmed soil samples; CS, control soil samples.

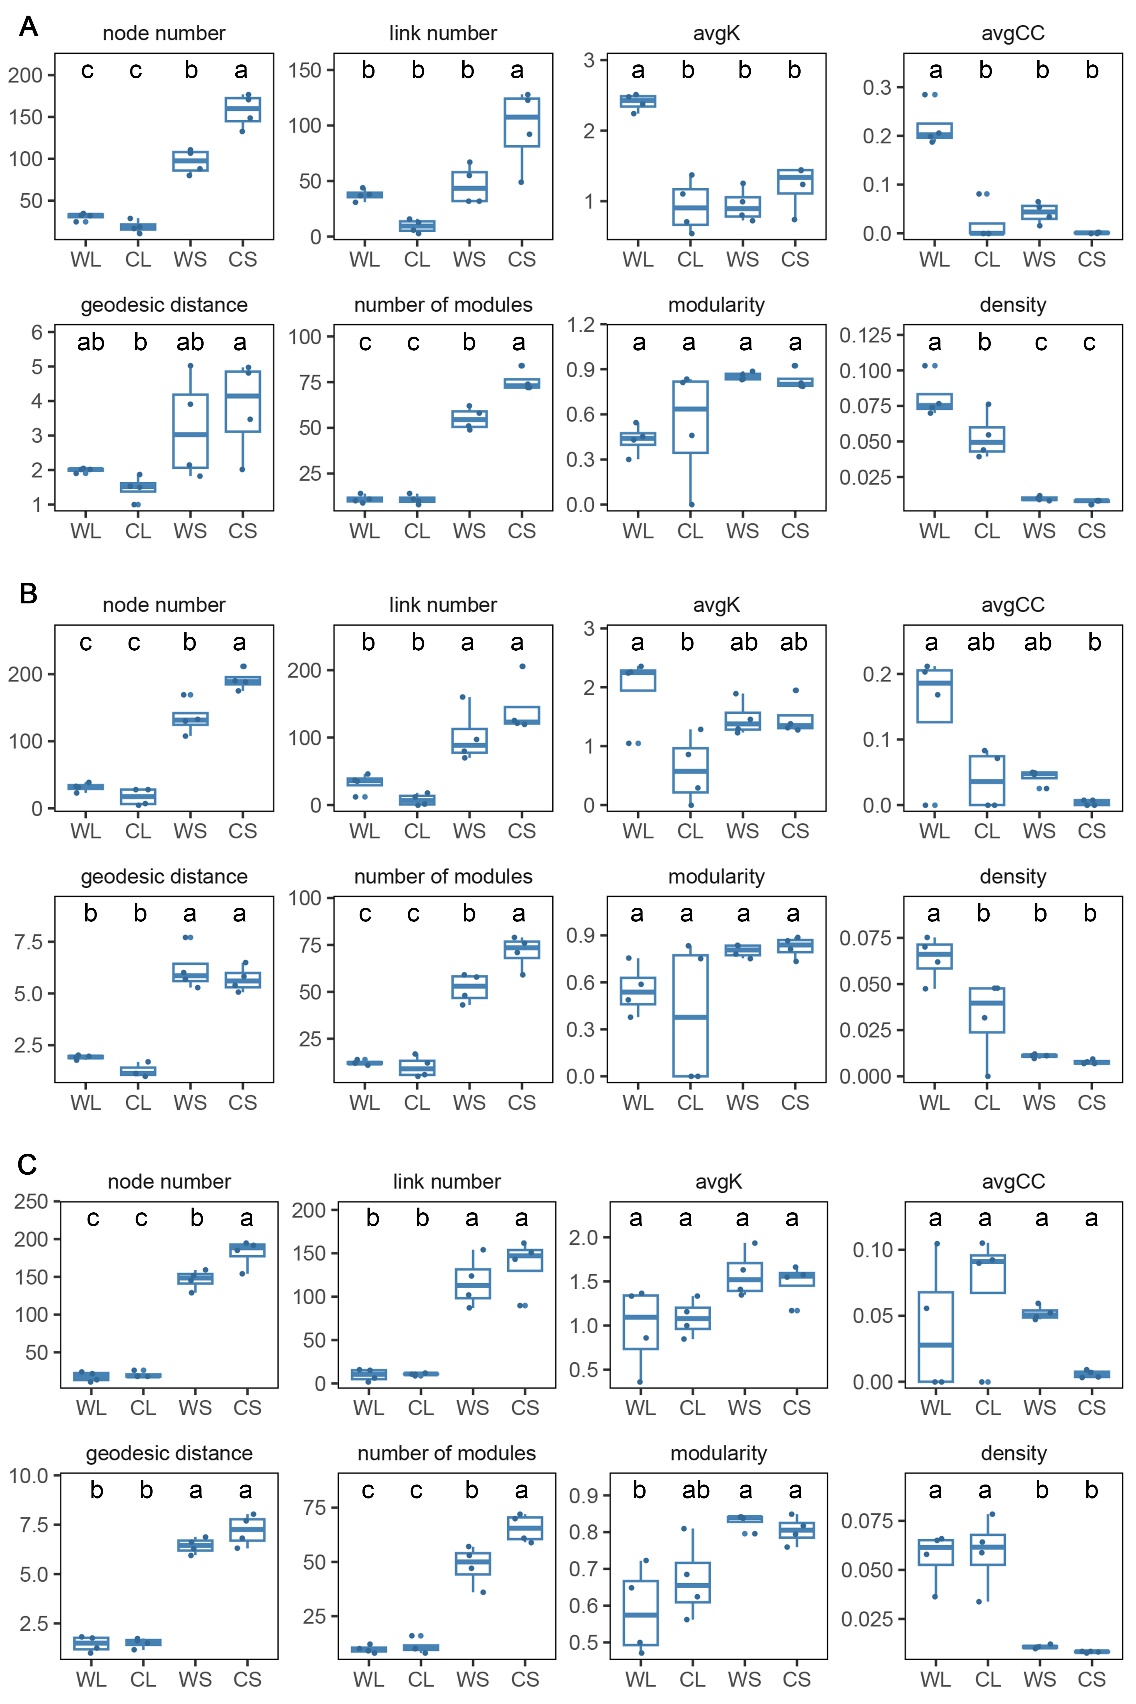

**Fig. S9. Topological properties of fungal networks in (A) 2016, (B) 2017, and (C) 2018.** WL, warmed litterbag samples; CL, control litterbag samples; WS, warmed soil samples; CS, control soil samples.
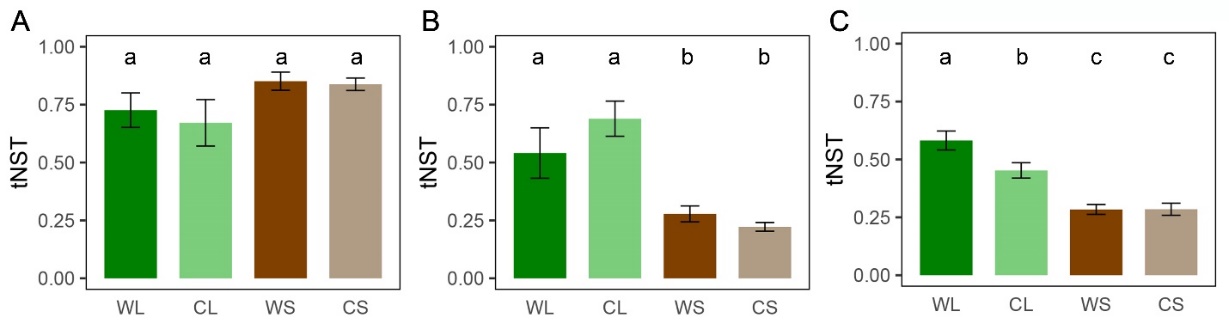

**Fig. S10. Assembly processes of microbial taxonomic and functional communities in litterbags and bulk soils. (A)** bacterial community, **(B)** fungal community, and **(C)** functional genes. WL, warmed litterbag samples; CL, control litterbag samples; WS, warmed soil samples; CS, control soil samples.

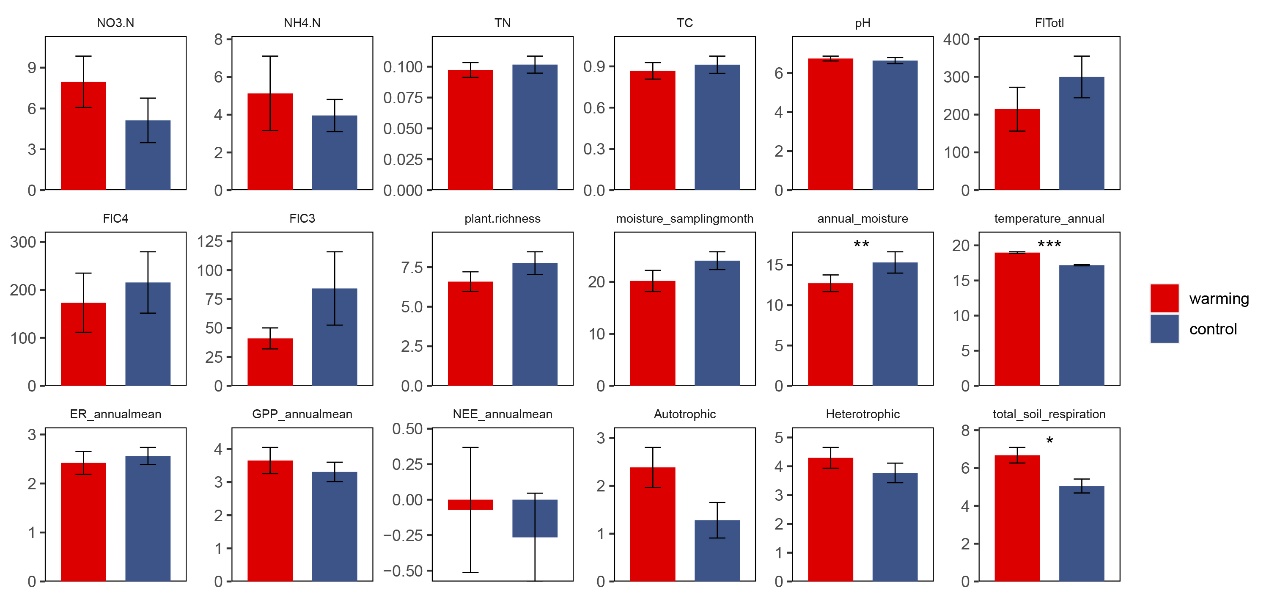

**Fig. S11. Warming effects on environmental factors.** Asterisks indicate significant differences between warmed and control samples: ^+^*P* < 0.100; **P* < 0.050; ***P* < 0.010; ****P* < 0.001.

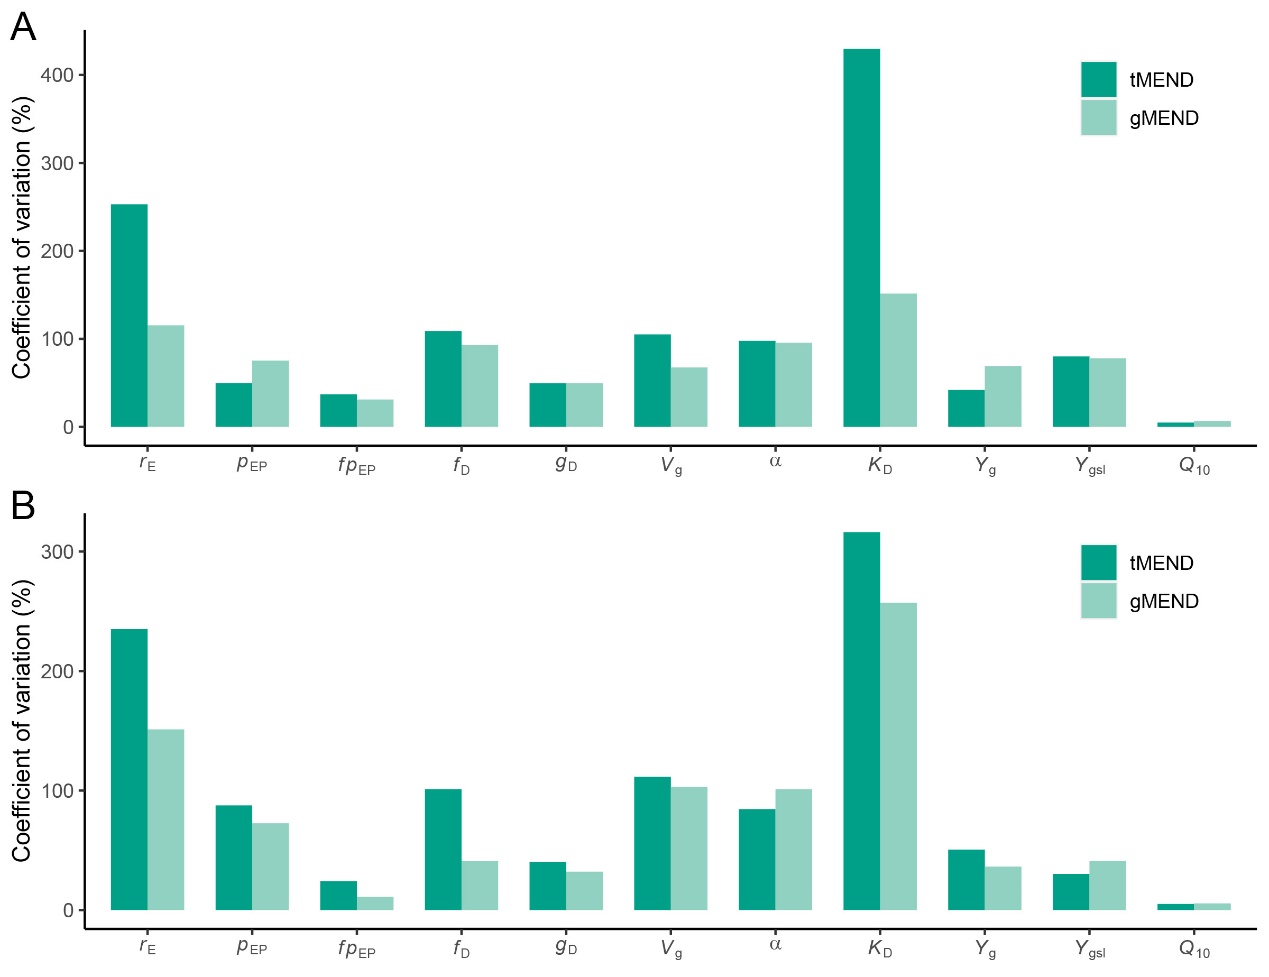

**Fig. S12. The parameter uncertainty of the MEND model calibrated with the (A) control samples and (B) warmed samples.** The 11 model parameters are *r*_E_: enzyme turnover rate; *p*_EP_ and *f*_pEM_: two coefficients controlling EP and EM enzyme production rates; *f*_D_: Fraction of decomposed particulate organic matter (POM) allocated to dissolved organic matter (DOM); *g*_D_: fraction of dead microbe allocating to DOM pool; *V*_g_: maximum specific uptake rate of DOM for microbial growth; α: a coefficient relating specific microbial maintenance rate (*V*_mt_) to growth rate (*alpha*= *V*_mt_ / (*V*_g_ + *V*_mt_)); *K*_D_: half-saturation constant for microbial uptake of DOM; *Y*_g_: true growth yield; *Y*_gsl_: Slope for *Y*_g_ dependence of temperature; *Q*_10_: *Q*_10_ for temperature response function, temperature sensitivity of enzyme-catalyzed soil organic matter decomposition.

**Table S1. Differences in compositions of the bacterial, fungal, and functional gene communities.**

| groups |  | Adonis | | Anosim | | MRPP | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | distance | statistic F | *p* | statistic R | *p* | statistic δ | *p* |
| bacterial community | | | | | | | |
| L versus S^a^ | Bray-Curtis | 21.469 | **0.001^b^** | 0.950 | **0.001** | 0.641 | **0.001** |
|  | Sørenson | 12.398 | **0.001** | 0.842 | **0.001** | 0.643 | **0.001** |
| WL versus CL | Bray-Curtis | 1.494 | **0.034** | 0.109 | **0.023** | 0.721 | 0.061 |
|  | Sørenson | 1.463 | **0.018** | 0.125 | **0.023** | 0.686 | **0.013** |
| WS versus CS | Bray-Curtis | 2.533 | **0.001** | 0.297 | **0.001** | 0.537 | **0.001** |
|  | Sørenson | 2.272 | **0.001** | 0.518 | **0.001** | 0.578 | **0.001** |
| fungal community | | | | | | | |
| L versus S | Bray-Curtis | 5.371 | **0.001** | 0.577 | **0.001** | 0.853 | **0.001** |
|  | Sørenson | 7.735 | **0.001** | 0.659 | **0.001** | 0.728 | **0.001** |
| WL versus CL | Bray-Curtis | 2.159 | **0.001** | 0.259 | **0.001** | 0.854 | **0.001** |
|  | Sørenson | 1.629 | **0.020** | 0.154 | **0.013** | 0.750 | **0.019** |
| WS versus CS | Bray-Curtis | 1.928 | **0.002** | 0.226 | **0.001** | 0.811 | **0.001** |
|  | Sørenson | 2.279 | **0.001** | 0.354 | **0.001** | 0.677 | **0.001** |
| functional genes | | | | | | | |
| L versus S | Bray-Curtis | 7.974 | **0.001** | 0.249 | **0.001** | 0.190 | **0.001** |
|  | Sørenson | 8.967 | **0.001** | 0.299 | **0.001** | 0.147 | **0.001** |
| WL versus CL | Bray-Curtis | 0.983 | 0.345 | 0.004 | 0.356 | 0.272 | 0.306 |
|  | Sørenson | 1.299 | 0.247 | 0.031 | 0.175 | 0.209 | 0.185 |
| WS versus CS | Bray-Curtis | 0.856 | 0.385 | 0.003 | 0.327 | 0.108 | 0.386 |
|  | Sørenson | 1.348 | 0.236 | 0.037 | 0.212 | 0.081 | 0.180 |

^a^Abbreviations: L, litterbag samples; S: soil samples; WL, warmed litterbag samples; CL, control litterbag samples; WS, warmed soil samples; CS, control soil samples.

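On Sørensen distance, functional genes of litterbags and soils gave Adonis F = 8.97 (16.3% of the variation), Anosim R = 0.299, and MRPP delta = 0.147, each with P = 0.001, the smallest that the permutations can give. Warming in litterbags gave F = 1.30 (P = 0.258), and warming in soils F = 1.35 (P = 0.249). With whole plots exchanged, an exact test of 70 arrangements, both gave P = 0.314.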

^b^Significant differences (*P* < 0.050) are shown in bold.

**Table S2. Number of carbon degradation gene probes with warming-altered abundances in each gene family in litterbag samples.**

| gene | subcategory | Probe numbers | Litterbag^a^ | Soil^b^ | +^c^ | -^d^ |
| --- | --- | --- | --- | --- | --- | --- |
| bacterial genes | | | | | | |
| AceA | Glyoxylate cycle | 116 | 114 | 110 | 34 | 30 |
| AceB |  | 195 | 188 | 182 | 68 | 43 |
| AmyA | Starch | 1162 | 1100 | 1050 | 407 | 274 |
| AmyX |  | 1 | 1 | 0 | 1 | 0 |
| Apu |  | 1 | 1 | 1 | 0 | 0 |
| Cda |  | 93 | 88 | 84 | 26 | 30 |
| Isopullulanase |  | 3 | 3 | 3 | 1 | 0 |
| NplT |  | 28 | 26 | 23 | 12 | 4 |
| PulA |  | 63 | 58 | 54 | 21 | 16 |
| Ara | Hemicellulose | 172 | 164 | 154 | 58 | 33 |
| Mannanase |  | 69 | 67 | 63 | 24 | 15 |
| Xylanase |  | 157 | 146 | 141 | 47 | 43 |
| Pectinase (pectate_lyase) | Pectin | 51 | 47 | 45 | 22 | 14 |
| Pme |  | 56 | 51 | 51 | 21 | 15 |
| RgaE |  | 70 | 68 | 66 | 27 | 18 |
| Rgh |  | 19 | 19 | 15 | 7 | 2 |
| Rgl |  | 61 | 57 | 57 | 14 | 15 |
| Endoglucanase | Cellulose | 106 | 101 | 91 | 47 | 22 |
| Acetylglucosaminidase | Chitin | 200 | 190 | 177 | 70 | 34 |
| Chitinase |  | 395 | 380 | 354 | 125 | 98 |
| VanA | Vanillin/Lignin | 80 | 75 | 73 | 33 | 13 |
| Vdh |  | 26 | 25 | 24 | 7 | 8 |
| Glx | Lignin | 33 | 33 | 28 | 13 | 10 |
| Mnp |  | 22 | 22 | 19 | 12 | 0 |
| Phenol_oxidase |  | 131 | 124 | 118 | 45 | 31 |
| Cdh | Terpenes | 25 | 24 | 24 | 6 | 8 |
| Limeh |  | 33 | 32 | 33 | 9 | 9 |
| Lmo |  | 4 | 4 | 4 | 1 | 2 |
| Fungal genes | | | | | | |
| AceA_fungi | Glyoxylate cycle | 7 | 7 | 6 | 3 | 2 |
| AceB_fungi |  | 9 | 9 | 9 | 2 | 1 |
| Lactase_fungi | Lactose | 13 | 11 | 11 | 3 | 6 |
| Inulinase | Inulin | 6 | 6 | 6 | 1 | 4 |
| Glucoamylase | Starch | 61 | 57 | 53 | 24 | 10 |
| Endopolygalacturonase_fungi | Pectin | 12 | 12 | 7 | 5 | 2 |
| Exopolygalacturonase_fungi |  | 17 | 16 | 16 | 4 | 6 |
| Pec_Cdeg |  | 34 | 31 | 33 | 8 | 10 |
| Pel_Cdeg |  | 4 | 4 | 4 | 1 | 1 |
| Pme_Cdeg |  | 19 | 17 | 17 | 7 | 4 |
| Axe | Cellulose | 16 | 15 | 14 | 10 | 3 |
| Cellobiase |  | 144 | 140 | 126 | 52 | 34 |
| Exoglucanase |  | 44 | 42 | 39 | 15 | 7 |
| Cutinase | Cutin | 95 | 90 | 92 | 41 | 22 |
| Chitin_deacetylase_fungi | Chitin | 10 | 9 | 8 | 4 | 4 |
| Ligninase | Lignin | 7 | 7 | 7 | 3 | 1 |
| Tannase_Cdeg | Tannins | 19 | 19 | 17 | 7 | 3 |
| Alpha_galactosidase_fungi | Other | 15 | 14 | 11 | 5 | 3 |

^a^Litterbag means the number of gene probes detected in litterbag samples;

^b^soil means the number of gene probes detected in bulk soil samples;

^c^+ denotes abundances of genes significantly increased (response ratio > 0 & *P* > 0.050) in litterbags;

^d^- denotes abundances of genes significantly decreased (response ratio < 0 & *P* > 0.050) in bulk soil. 

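The counts of higher and lower probes in this table come from comparing litterbags with bulk soil, probe by probe. In the deposited scores, all 46 genes of the table gave the same counts when a probe detected in only a single sample type was counted as higher there, and 7 gave the same counts without such probes. Counted that way, endoglucanase had 47 probes higher in litterbags and 22 lower, of 106. Cellobiase had 52 and 34, AmyA 407 and 274, acetylglucosaminidase 70 and 34, AceB 68 and 43, cutinase 41 and 22, and mnp 12 and 0. More probes were higher than lower for 33 of the 46 genes. These counts rest on scores that depend on the number of detected probes, and were not run under the other scalings. The 3 other carbon decomposition genes with probes, which the table leaves out, are fungal phospholipases.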

Gene families are sorted and displayed from labile carbon to recalcitrant carbon.

**Table S3. Significance tests of the effects of sample type, warming, and year on microbial community with Permutational multivariate analysis of variance (Adonis).**

|  | bacterial composition | | | | fungal composition | | | | functional composition | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Bray-Curtis | | Sørenson | | Bray-Curtis | | Sørenson | | Bray-Curtis | | Sørenson | |
|  | F value | p | F value | p | F value | p | F value | p | F value | p | F value | p |
| sample type | 22.910 | **0.001** | 13.134 | **0.001** | 5.705 | **0.001** | 8.333 | **0.001** | 8.762 | **0.001** | 9.933 | **0.001** |
| warm | 2.314 | **0.043** | 2.461 | **0.012** | 2.400 | **0.002** | 2.743 | **0.001** | 1.214 | 0.237 | 1.604 | 0.143 |
| year | 1.700 | 0.098 | 1.578 | 0.060 | 1.510 | **0.030** | 1.971 | **0.010** | 5.638 | **0.006** | 5.210 | **0.008** |
| sample type x warm | 1.523 | 0.121 | 1.221 | 0.151 | 1.766 | **0.006** | 1.235 | 0.107 | 0.912 | 0.354 | 1.249 | 0.246 |
| sample type x year | 1.482 | 0.118 | 1.286 | 0.129 | 1.475 | **0.023** | 1.523 | **0.038** | 1.881 | 0.11 | 2.140 | 0.108 |
| Warm x year | 1.102 | 0.277 | 1.162 | 0.185 | 0.773 | 0.872 | 1.011 | 0.255 | 0.468 | 0.66 | 0.426 | 0.702 |

**Table S4. Topological properties of the empirical bacterial and fungal networks in each group.**

| groups | S_t_ | R^2^ of power law | nodes | links | avg connectivity | avg path distance | avg cluster coefficient | modularity (no. of modules) |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| bacterial network | | | | | | | | |
| WL^a^ | 0.93 | 0.951 | 557 | 400 | 1.436 | 2.985 | 0.050 | 0.983 (177) |
| CL | 0.93 | 0.970 | 395 | 255 | 1.291 | 1.814 | 0.027 | 0.987 (146) |
| WS | 0.93 | 0.826 | 1805 | 1506 | 1.669 | 16.531 | 0.052 | 0.977 (428) |
| CS | 0.93 | 0.974 | 1654 | 1292 | 1.562 | 7.095 | 0.062 | 0.981 (458) |
| fungal network | | | | | | | | |
| WL | 0.85 | 0.683 | 42 | 50 | 2.381 | 2.017 | 0.156 | 0.563 (9) |
| CL | 0.85 | 0.902 | 31 | 26 | 1.677 | 1.883 | 0.054 | 0.662 (9) |
| WS | 0.85 | 0.835 | 198 | 239 | 2.414 | 6.311 | 0.052 | 0.753 (21) |
| CS | 0.85 | 0.861 | 272 | 376 | 2.765 | 5.554 | 0.005 | 0.677 (21) |

^a^Abbreviations: WL, warmed litterbag samples; CL, control litterbag samples; WS, warmed soil samples; CS, control soil samples.

**Table S5. Key environmental factors linked with microbial communities based on partial Mantel test.**

| variables | litterbag | | | | bulk soil | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | bacteria | | fungi | | bacteria | | fungi | |
|  | r | *P* | r | *P* | R | *P* | r | *P* |
| environmental factors | | | | | | | | |
| pH | -0.072 | 0.770 | -0.083 | 0.796 | 0.317 | **0.003^a^** | 0.196 | **0.039** |
| Total plant biomass | -0.037 | 0.697 | 0.047 | 0.275 | -0.040 | 0.662 | 0.094 | 0.202 |
| C4 plant biomass | 0.122 | 0.103 | -0.099 | 0.836 | -0.087 | 0.758 | 0.059 | 0.341 |
| C3 plant biomass | 0.077 | 0.220 | 0.118 | 0.152 | 0.090 | 0.281 | -0.076 | 0.604 |
| Plant richness | -0.077 | 0.762 | -0.103 | 0.810 | -0.049 | 0.633 | 0.127 | 0.162 |
| Moisture sampling month | 0.180 | **0.026** | 0.037 | 0.317 | 0.036 | 0.381 | -0.122 | 0.872 |
| Annual moisture | 0.027 | 0.368 | -0.027 | 0.584 | 0.094 | 0.198 | 0.155 | 0.089 |
| Temperature annual | 0.188 | **0.008** | 0.228 | **0.002** | 0.257 | **0.001** | 0.174 | **0.009** |
| ecosystem functions | | | | | | | | |
| ER annual mean | -0.013 | 0.543 | 0.070 | 0.217 | 0.141 | 0.100 | -0.018 | 0.572 |
| GPP annual mean | 0.099 | 0.143 | 0.209 | **0.019** | 0.101 | 0.173 | 0.203 | **0.045** |
| NEE annual mean | 0.102 | 0.120 | 0.310 | **0.001** | 0.291 | **0.001** | 0.358 | **0.002** |
| Autotrophic | 0.082 | 0.175 | 0.173 | **0.040** | -0.028 | 0.581 | -0.112 | 0.879 |
| Heterotrophic | 0.057 | 0.227 | 0.022 | 0.371 | 0.132 | 0.083 | 0.044 | 0.303 |
| Total soil respiration | 0.116 | 0.074 | 0.051 | 0.255 | 0.086 | 0.196 | -0.061 | 0.719 |
| cellulose mass loss | | | | | | | | |
| Cellulose mass loss | 0.258 | **0.042** | 0.333 | **0.026** | 0.036 | 0.395 | -0.082 | 0.678 |

^a^Significant differences (*P* < 0.050) are shown in bold.

**Table S6. Correlation between the taxonomic and functional compositions of microbial communities based on the Mantel test.**

| group | statistic r | *P* |
| --- | --- | --- |
| bacterial community composition - functional genes | | |
| litterbag | -0.015 | 0.543 |
| litterbag warming | -0.101 | 0.713 |
| litterbag control | -0.114 | 0.770 |
| soil | 0.405 | **< 0.001** |
| soil warming | 0.291 | **0.015** |
| soil control | 0.605 | **0.000** |
| fungal community composition - functional genes | | |
| litterbag | 0.095 | 0.171 |
| litterbag warming | -0.052 | 0.584 |
| litterbag control | -0.040 | 0.576 |
| soil | 0.356 | **< 0.001** |
| soil warming | 0.292 | **0.012** |
| soil control | 0.373 | **0.029** |

^a^Significant differences (*P* < 0.050) are shown in bold.

How the deposited data were processed for this re-analysis (not part of the article)

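Functional genes were measured with GeoChip 5.0M in 48 DNA samples, 12 each of warmed litterbags, control litterbags, warmed soils, and control soils. The samples came from 4 warmed and 4 control plots in 4 blocks and the years 2016, 2017, and 2018, as the sample labels and the paper give them. Pairs of warmed and control samples are plots of the same block and year, from the blocked design in the sample labels, and pairs of litterbag and soil are samples of the same plot and year.

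The authors deposited a single table in which the unit of each value is a score. The authors removed rarely detected probes, log-transformed the signals, and scaled the sum of each array, so filtering and scaling are already in the values. The paper states a minimum of 3 of 12 samples per group, and each probe with a score in a group had one in at least 4 of its 12 arrays, so applying that filter changed 0 values. The sample records list the molecule as RNA, while their protocols and the paper describe DNA, and the text here follows the latter. The base of the logarithm and the signal over background are not given in the sources used here. The number of detected probes per array, from 12410 to 33993, is the measure of depth, and the number of arrays limits the precision. The highest correlation of scores between 2 arrays was 0.992 and the highest Jaccard similarity 0.985, so no array was a copy of another.

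Relative abundance was the summed score of a gene family as a percentage of the array's sum. Families with at least 5 probes (507) were tested on log2 relative abundance plus 0.001 with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, with year and block as fixed terms, and P was adjusted by Benjamini-Hochberg at 0.05. The comparisons were litterbags against soil (with a term for warming), warming in litterbags, warming in soil, and the difference of both warming effects from a model of 4 group means. Response ratios were ln ratios of group means with 95% normal intervals. Detected probes and the Shannon index were tested with a linear mixed model with block and year as random effects (lme4 1.1.37, Wald test of car 3.1.3). Exact sign-flip tests covered all 4096 sign patterns of 12 pairs, and 100000 draws were used for 24 pairs. Adonis, Anosim, MRPP, and dispersion used vegan 2.7.1 with 999 permutations, and whole plots were exchanged in 70 arrangements without regard to blocks. All tests were two-sided. The stochasticity ratio used Jaccard similarity and 100 null communities per group, with 99 relabellings, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Tables were read with data.table 1.17.8. Gene lists (25, by carbon substrate from Table S2 or by process) were tested with camera at a correlation of 0.01, with an estimated correlation, and with fry.

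The text names every family the paper names, whose published values were seen before, the 10 families with the largest increase and the 10 with the largest decrease per comparison among those that passed in the same direction in at least 18 of 24 or 9 of 12 pairs, and up to 4 members of a list. This rule, the lists, and the tests were set before the data were examined. Carbon decomposition genes follow Table S2.

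The tests were checked on simulated data. With no simulated change limma passed 0 families, and with 50 families moved at each of 4 sizes it made 2 to 7 false calls. Intervals of the response ratio held 0 in 94.25% of families with no change, in groups as large as all litterbags and all soils. Noise was drawn separately for each family and array, without the shared link to detected probes or the repeated plots of the real samples. These rates may therefore not hold for the real data, where splits of the litterbag arrays gave up to 152 families. The alternatives tried were a stricter detection filter, quantile normalization, equal numbers of brightest probes, mean score, share of detected probes, other pseudocounts and family sizes, no replicate block, plots as random blocks, plot means, each year alone, each year and block left out, Sørensen distance, restricted permutations, and other null communities. The setting with no replicate block also left out the term for year, and for litterbags against soil that for warming. Chosen later, after values had been seen, were the covariate of detected probes, leaving out arrays with few detected probes or plot 10 of 2017, summing or counting probes by detection in 1 group, year as a number, plot means within blocks, null draws from all 48 arrays, the proportion of pairs more dissimilar than the null, and the grouping of probes by source. Amplicon data, mass loss, networks, Mantel tests, environmental factors, and the MEND model were not analysed here, since the deposited table holds functional genes. The correlation of functional with taxonomic richness was not analysed here for the same reason. Counts of families, probes, and lists were compared with those of 100 splits of the same samples.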

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

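The comparison of the probes' source domains and phyla was chosen after the data were seen, and the other tests of this part were set before.

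The paper analyses functional genes of carbon decomposition. Of the 225 gene families that differed between litterbags and bulk soil, 205 lay outside the carbon decomposition list. That list held 44 of the 507 families tested, so the share outside it was much the same among all families. Genes of metal homeostasis had 19 families higher and 19 lower of 82, stress genes 12 higher and 22 lower of 72, sulfur cycling genes 1 higher and 8 lower of 17, and genes of organic contaminant degradation 14 higher and 15 lower of 70. Trze had a log2 difference of 0.32 (adjusted P = 2.70e-07 by limma, higher in 24 of 24 pairs), opposite in sign by mean score. Hfq_5f0_stress, for an RNA chaperone, had 0.25 (adjusted P = 0.000478, higher in 20 of 24 pairs) and Adenoviridae_hexon, a viral capsid gene, 0.23 (adjusted P = 1.37e-05), both with the same sign under all 5 scalings. Tpha had -0.93 (adjusted P = 0.00837, lower in 20 of 24 pairs), Zeaxanthin_epoxidase_protist -1.01 (adjusted P = 0.00487), and NCLDV_dna_polymerase, a gene of large DNA viruses, -0.77 (adjusted P = 0.00235), each with the same sign under the 4 scalings that gave a value (none by mean score), and none of these 3 passed with the covariate. Of 100 splits of the arrays into groups of the same sizes, only the real one (1) gave as many families, and the highest of the others gave 2. The real split was also the only one to reach the 20 carbon families (1 of 100, highest other 0) and the 1909 carbon probes (1 of 100, highest other 3). These splits ignored the pairs of litterbag and soil. Where arrays were exchanged only within pairs of the same plot and year, no other split reached the real counts either, but the highest came close, with 189 families, 19 carbon families, and 1722 carbon probes.

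In warmed against control litterbags, all 7 families that passed limma lay outside the carbon decomposition list, as did most of the 507 tested (44 were on it). Splits of the 24 arrays gave as many families in 9 of 100 cases, the real one included, and the highest of the others gave 152, so chance cannot be excluded. Splits by whole plots gave as many in 3 of 35 cases, with 89 as the highest other. The 414 carbon probes that passed, 325 of them higher, were matched in 9 of 100 splits, with 1465 as the highest other. Most splits passed few (median 0), and those that passed many times more families than the real one point to a structure of the samples, whose source was not tested.

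Probes were grouped by the lineage of the organism they were designed from. Of 20 domains and phyla, 9 differed between litterbags and bulk soil, 5 higher and 4 lower. The groups overlap, since Euryarchaeota (625 probes) belong to Archaea (899 probes) and both are among the lower ones. These shares rest on the same scores as the gene families, which depend on the number of detected probes. They were not run under the other scalings. Verrucomicrobia took 0.766% of the score in litterbags and 0.728% in soils (higher in 22 of 24 pairs), Proteobacteria 51.4% and 50.8% (21 of 24 pairs), Planctomycetes 0.719% and 0.701% (20 of 24 pairs), Deinococcus-Thermus 1.24% and 1.19% (20 of 24 pairs), and Chloroflexi 0.941% and 0.914% (18 of 24 pairs). Archaea took 2.21% and 2.34% (higher in 6 of 24 pairs), Euryarchaeota 1.51% and 1.63% (6 of 24 pairs), Spirochaetes 0.289% and 0.315% (7 of 24 pairs), and Firmicutes 5.72% and 6.00% (9 of 24 pairs, adjusted P = 0.0390 by sign-flip permutation). For warming in litterbags 0 of 20 passed by this test, with a lowest adjusted P of 0.884.

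Among 60 groups of 4 arrays (5 measures), 3 held an array far from the others, where chance gives about 1 in 20. The Shannon index was 9.4862 in the warmed litterbag of plot 1 in 2016 and 10.2877 to 10.404 in the others of its group. The maximum over the median score was 1.8324 in the control soil of plot 3 in 2016 against 1.9644 to 1.9841 in the others, and 1.985 in the warmed litterbag of plot 1 in 2018 against 2.0363 to 2.0428.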

How the results depend on the processing

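The alternatives chosen after the data were seen are the covariate, the arrays left out for few detected probes, plot 10 of 2017, the probes summed or counted for 1 group, year as a number, plot means within blocks, null draws from all 48 arrays, and the proportion of pairs more dissimilar than the null, and the others were set before the data were examined. The dispersion difference kept its direction and passed under all 17 alternatives run (0.0986 to 0.136 with a year or block left out), and warming in litterbags left Adonis unpassed under all 16. Litterbags differed from soil by Adonis under 15 of 16 alternatives and in detected probes under 8 of 12. The 225 families of litterbags against soil stayed within 1.5 times under 16 of 24 alternatives and the 7 families of warming in litterbags under 8 of 26. With no replicate block, which also dropped the term for year and in the first comparison that for warming, the first count was 213, all shared with the 225. The second count was 5, all shared with the 7. Among 209 named family comparisons and 5137 values, 3965 kept direction and side of the threshold, 533 lost a call, 82 gained one, 440 changed sign with no call, and 117 reversed, of which 61 by mean score. Arrays give no count of molecules, and signal over background is not given in the sources used here, so the number of detected probes is the limit that could be examined. In simulated data, 54% of families moved by 0.1 on the log2 scale were found for litterbags against soil and 48% for warming in litterbags, and 90% and 80% at 0.2. The simulated noise was drawn separately for each family and array, so these shares may not hold for the real data. Filtering nothing, using linear signals, and leaving out the scaling were not run, since the deposited scores were already filtered, log-transformed, and scaled.

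Values that passed or lost the threshold, moved beyond the spread or reversed, by setting, where the cause was not tested, were these. In 2016 alone, for litterbags against soil, families 79, carbon families 5, summed cellulose ratio 0.00553, carbon probes 504, carbon probes by response ratio 465, detected probes -2074, Shannon index -0.108, stochasticity ratio 0.185; for warming in litterbags, families 2, summed cellulose ratio 0.0241, carbon probes 124, carbon probes by response ratio 0, detected probes -809, Shannon index -0.0889; for warming in soil, summed cellulose ratio 0.00929, Adonis F 2.66. In 2017 alone, for litterbags against soil, families 25, carbon families 1, carbon probes 47, carbon probes by response ratio 409, Adonis F 2.47, detected probes -3528, Shannon index -0.170, stochasticity ratio 0.0112; for warming in litterbags, families 42, carbon families 1, summed cellulose ratio 0.0149, carbon probes by response ratio 1072, detected probes 9290, Shannon index 0.408, stochasticity ratio 0.199; for warming in soil, summed cellulose ratio 0.0144; for the difference of warming effects, families 1. In 2018 alone, for litterbags against soil, families 142, carbon families 13, summed cellulose ratio 0.0253, carbon probes 908, carbon probes by response ratio 968; for warming in litterbags, families 0, summed cellulose ratio 0.0200, carbon probes 0, carbon probes by response ratio 0, detected probes -284; for warming in soil, summed cellulose ratio 0.0144, detected probes 1113, Shannon index 0.0398. With arrays of 1 sample type, for warming in litterbags, families 0. With families of at least 1 probe, for litterbags against soil, families 367; for warming in litterbags, families 20; for warming in soil, families 2. With families of at least 20 probes, for litterbags against soil, families 136; for warming in litterbags, families 2. With the probes that changed or were found in 1 group summed, for warming in litterbags, carbon families 36. With detection in 6 of 12 arrays, for warming in litterbags, families 76, carbon families 8; for the difference of warming effects, families 10; for year, Adonis F 2.00. With null draws of equal probability, for warming in litterbags, stochasticity ratio 0.0121. By fry, for litterbags against soil, gene lists 14; for warming in litterbags, gene lists 3. By mean score, for litterbags against soil, carbon families 13, summed cellulose ratio -0.000672; for warming in litterbags, summed cellulose ratio -0.00373; for warming in soil, gene lists 1, summed cellulose ratio -0.00169. With no replicate block, for warming in litterbags, carbon probes 215. With null draws from all 48 arrays, for litterbags against soil, stochasticity ratio 0.175; for warming in litterbags, stochasticity ratio 0.223. With equal draws from all 48 arrays, for litterbags against soil, stochasticity ratio 0.173; for warming in litterbags, stochasticity ratio 0.180. With the covariate, for litterbags against soil, families 118, carbon families 8; for warming in litterbags, families 18. By plot means, for warming in litterbags, summed cellulose ratio 0.0197; for warming in soil, summed cellulose ratio 0.0127. By plot means with the replicate block, for warming in litterbags, carbon families 1. By plot means within blocks, for warming in litterbags, summed cellulose ratio 0.0197; for warming in soil, summed cellulose ratio 0.0127. With probes of 1 group counted, for warming in litterbags, carbon probes by response ratio 632. With pseudocount 0.01, for warming in litterbags, carbon families 1. After quantile normalization, for warming in litterbags, families 3, summed cellulose ratio -0.000319. With the ratio not normalized, for warming in litterbags, stochasticity ratio 0.00310. By response ratio interval, for warming in litterbags, carbon families 5; for warming in soil, carbon families 6. By response ratio within pairs, for warming in litterbags, carbon families 9; for warming in soil, carbon families 12. Among the brightest probes, for litterbags against soil, summed cellulose ratio 0.0104; for warming in litterbags, families 32, carbon families 1, summed cellulose ratio -0.0294; for warming in soil, summed cellulose ratio 0.0201. By the proportion of pairs more dissimilar than the null, for litterbags against soil, stochasticity ratio -0.129; for warming in litterbags, stochasticity ratio 0. By that proportion with null draws from all 48 arrays, for litterbags against soil, stochasticity ratio 0.0152; for warming in litterbags, stochasticity ratio 0.0303. Without plot 10 of 2017, for warming in litterbags, families 2, carbon probes 215. Without the arrays with under 15000 detected probes, for litterbags against soil, carbon families 12; for warming in litterbags, families 67, carbon families 7, summed cellulose ratio 0.0153; for the difference of warming effects, families 5.

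Leaving out each year and each block in turn gave these ranges. For litterbags against soil, Shannon index -0.221 to -0.118, carbon families 4 to 18, carbon probes by response ratio 848 to 1569, carbon probes 490 to 1531, detected probes -4662 to -2513, families 79 to 198, stochasticity ratio -0.0604 to 0.0569; for warming in litterbags, Shannon index -0.0419 to 0.206, carbon families 0 to 4, carbon probes by response ratio 14 to 76, carbon probes 9 to 545, summed cellulose ratio 0.0148 to 0.0242, detected probes -546 to 4503, families 0 to 42, stochasticity ratio -0.117 to 0.0824; for warming in soil, Shannon index 0.00414 to 0.0230, summed cellulose ratio 0.00822 to 0.0184, detected probes 122 to 652; for year, Adonis F 0.698 to 5.83.

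The named families that reversed, where the cause was not tested, had these values. In 2016 alone, log2 differences were for litterbags against soil, Nifh 0.00168, Pmoa -0.0190, Hzo 0.00932. In 2017 alone, log2 differences were for litterbags against soil, Limeh 0.0120. By mean score, log2 differences were for litterbags against soil, PabA -0.0863, NikC -0.123, Trze -0.00761, TroA -0.0525, Necrosis_Oomycetes -0.0429, Por_DiC4HB -0.0679, Cas8b -0.0248, Fosa 0.0167, AceA_fungi 0.0467, Acetylglucosaminidase -0.00798, Chitin_deacetylase_fungi 0.0609, Chitinase 0.00134, Endoglucanase -0.0158, Glucoamylase -0.00991, Inulinase 0.0655, Limeh 0.00711, Mannanase -0.0230, Mnp -0.00407, NplT -0.00601, Pec_Cdeg 0.0393, Phospholipase_A2_fungi -0.0296, Phospholipase_D_fungi 0.0395, Rgh -0.0294, Rgl 0.000759, Tannase_Cdeg -0.0427, Vdh 0.0164, Xylanase 0.00368, Nifh 0.0107, Nirk 0.0178, Nirs 0.0128, Nosz 0.00375, Pmoa -0.0141, Ppx -0.00920, Urec 0.00356, AhpF 0.0341, KatA 0.0147, AhpC 0.0224, Hzo 0.0935, Fthfs 0.0262, HrcA 0.00974, GlnA 0.00891, BglP 0.0566, BglH -0.0268, Napa 0.0400, Nira 0.0300, Nirb 0.0193, Nrfa 0.00183, PstC -0.000205, PhoB 0.00908, Dsra 0.0104, Sir 0.0226, DsrB 0.0209, Sigma_38 0.0349, gdh 0.0161; for warming in litterbags, CusA -0.0715, Glutamate_synthase_protist -0.0577, SoxS -0.0358, ObgE -0.0119, CysI -0.0175, Mdh 0.0559, MerB 0.0116. With the covariate, log2 differences were for litterbags against soil, Alpha_galactosidase_fungi 0.206, Cutinase -0.0447, Napa 0.0226, Nrfa 0.00483, DsrB 0.0132. After quantile normalization, log2 differences were for litterbags against soil, 5f1_ppn 0.0487, GAPDH_Parabasalia 0.00508, Iron_permease_high_affinity 0.00381, Lactase_fungi 0.0309, Alpha_galactosidase_fungi 0.0977, Chitin_deacetylase_fungi 0.0428, Cutinase -0.0434, Endopolygalacturonase_fungi 0.462, Phenol_oxidase 0.0419, Phospholipase_A2_fungi -0.0212, Phospholipase_D_fungi 0.0339, RgaE -0.0287, Nifh 0.0114, ArcA 0.193, AhpF 0.0118, Fthfs 0.00852, Napa 0.0710, Nrfa 0.0216, Dsra 0.00357, DsrB 0.0185. Among the brightest probes, log2 differences were for litterbags against soil, PabA -0.0419, NikC -0.0375, Necrosis_Oomycetes -0.128, Por_DiC4HB -0.124, IgaA 0.385, Sulfate_transporter 0.765, Lactase_fungi 0.0643, Acetylglucosaminidase -0.0190, Cda 0.0200, Chitinase 0.0416, Glucoamylase -0.0651, Limeh 0.0147, Mannanase -0.0553, Pme 0.118, Rgh -0.454, Nirs 0.0827, ArcA 1.18, Hzo 0.0919, Fthfs 0.0874, GlnR 0.0299, Napa 0.0618, Nrfa 0.0141, PhoB 0.0656, Sir 0.0999, Sigma_38 0.103, gdh 0.143; for warming in litterbags, Glutamate_synthase_protist -0.142.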

Differences from the paper's values

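In this part, year as a number, the proportion of pairs more dissimilar than the null, the probes that changed or were found in 1 group, and null communities drawn from all 48 arrays were alternatives chosen after seeing the values, and the others were set before the data were examined.

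The paper's tNST of control litterbags is 0.45, and the value here is 0.741. With alternatives set before the data were examined, the value came within 1.5 times the paper's with null draws of equal probability (0.665) and without 2016 (0.642), and not under the others. It also did so with null draws from all 48 arrays, chosen after seeing the values (0.486, and 0.365 with equal probabilities). The paper's tNST of warmed litterbags is 0.58, against 0.736 here. The values here are normalized ratios, while the paper's methods word the ratio as the proportion of pairs more dissimilar than the null, a different quantity. That proportion, chosen after seeing the values, was 0.0909 in each litterbag group, and 0 in control and 0.0303 in warmed litterbags with null draws from all 48 arrays.

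For the ln response ratio of warmed over control litterbags, the paper's values are read by eye from Fig. 3D, after the values here had been seen. The paper's value is about 1.7 in Fig. 3D, read by eye, for AceA against 0.0277 here, about 1.2 for AceB against 0.00284, about 0.8 for AmyA against -0.00702, about 0.8 for glucoamylase against 0.00108, about 0.6 for pulA against 0.0246, about 1.7 for ara against 0.0212, and about 1.1 for xylanase against 0.0138. It is about 1.2 in Fig. 3D, read by eye, for fungal exopolygalacturonase against 0.0912, about 1.8 for cellobiase against 0.0330, about 2.1 for endoglucanase against 0.0321, about 0.4 for exoglucanase against -0.0251, about -0.4 for cutinase against -0.0689, about 1.1 for acetylglucosaminidase against -0.00901, about 1.4 for chitinase against 0.0212, and about 1.1 for phenol oxidase against 0.00259. For none of these did an alternative set before the data were examined come near the paper's value. Summing only the probes with an unadjusted P under 0.05 or found in 1 group, chosen after seeing the values, gave 1.73 for AceA, 1.15 for AceB, 0.832 for AmyA, 0.786 for glucoamylase, 0.562 for pulA, 1.68 for ara, 1.10 for xylanase, 1.2 for fungal exopolygalacturonase, 1.75 for cellobiase, 2.07 for endoglucanase, 0.403 for exoglucanase, -0.364 for cutinase, 1.05 for acetylglucosaminidase, 1.4 for chitinase, and 1.13 for phenol oxidase.

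For functional genes in Table S3, the paper's F for year is 5.638 on Bray-Curtis distance and 5.210 on Sørensen distance, against 3.29 and 3.01 here. The paper's F for sample type by year is 1.881 and 2.140, against 1.18 and 1.34, and the paper's F for warming by year is 0.468 and 0.426, against 1.34 and 1.27. Year as a number with the 3-way interaction, chosen after seeing the values, gave 5.638 and 5.210, 1.881 and 2.140, and 0.468 and 0.426. Of the alternatives set before the data were examined, the F for year on Bray-Curtis distance came within 1.5 times the paper's without 2017 (5.83) and without block 1 (4.02), and that for warming by year without 2017 (0.484), and not under the others.

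The paper states that warming reduced functional gene diversity in bulk soil, and the difference here was 452 detected probes, with warmed soils higher in 10 of 12 pairs. The paper states that axe, cellobiase, and endoglucanase were enriched by warming in litterbags across all 3 years. Over the years together and all its probes, axe had a log2 difference of -0.058 here, which did not pass limma. By detection, 3 of the 16 axe probes were found only in warmed litterbags and 0 only in control litterbags. Over all 36440 probes the numbers were 4747 and 658, so this is not particular to axe. All 3 of these axe probes were detected in plot 20 of 2016 and in plots 10 and 16 of 2017. In 2018, plot 20 held 1 of them and the other warmed litterbags none. Cellobiase and endoglucanase were higher in summed score without passing limma over all families, while 1 of the 4 cellulose genes was higher when adjusted over the list alone. The paper states that cellobiase, endoglucanase, AmyA, ara, mannanase, AceB, and cutinase were enriched in litterbags over soil. Over all probes of a family, endoglucanase was higher by response ratio (0.0246, adjusted P = 0.0389), as the paper states, and so were glucoamylase, acetylglucosaminidase, and mnp. AmyA was lower (-0.0131), and the intervals of cellobiase, ara, mannanase, AceB, and cutinase included 0. By probe each had more probes higher than lower, as 407 against 274 for AmyA, in counts not run under the other scalings. The paper states that assembly in litterbags turned more stochastic under warming and that soil had the lower ratio, and here the differences were -0.0054 and -0.036, while null draws from all 48 arrays, chosen after seeing the values, gave 0.223 and 0.175. Those draws also gave ratios of 0.437 and 0.408 in soils, on the side of the paper's statement.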

Other observations

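In this part, the tests of a shift shared by all gene categories and of a rise of all cellulose probes, the value without plot 10 of 2017, the counts of sulfur cycling families by scaling, the ratios over selected probes, the description of probes found only in warmed litterbags, and plot means within blocks were chosen after the data or the result were seen, and the other tests were set before.

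Of 8 sulfur genes, 5 were lower and 1 higher in litterbags than in bulk soil, with the same counts adjusted over the list alone, but camera did not pass the list (adjusted P = 0.613). Over all 17 sulfur cycling families, 8 were lower and 1 higher, counts that were 4 and 3 after quantile normalization, 3 and 2 among the brightest probes, 7 and 1 by share of detected probes, 4 and 1 with the covariate, and 2 and 4 by mean score. Among them Dsra, a dissimilatory sulfite reductase gene, had a log2 difference of -0.086 (adjusted P = 0.00223 by limma), opposite in sign after quantile normalization and by mean score. Of 6 genes of nitrate reduction 4 were lower, among them Nirb with -0.13 (adjusted P = 8.97e-05), opposite in sign by mean score, and camera did not pass the list (adjusted P = 0.539). Both ammonification genes were lower, with -0.041 (adjusted P = 0.00271) for the urease gene Urec, opposite in sign by mean score, and camera did not pass the list (adjusted P = 0.484). Both nitrogen limitation genes were lower, with -0.19 for GlnR (adjusted P = 6.32e-05), opposite in sign among the brightest probes. Of 5 carbon fixation genes 2 were lower, with -0.28 for Aclb, an ATP citrate lyase gene, with the same sign under all 5 scalings. Of 4 methane genes 1 was higher (2 when adjusted over the list alone), Pmoa with 0.13 (adjusted P = 0.00435), opposite in sign by mean score. Of 12 oxygen stress genes 5 were higher and 5 lower, of 6 phosphate limitation genes 2 were higher and 1 lower (2 and 2 when adjusted over the list alone), and of 6 heat shock genes 2 were lower, among them GroES with -0.21 (adjusted P = 8.41e-05) and the same sign under all 5 scalings. As a set, camera passed 0 of 25 lists between litterbags and soil (1 at an unadjusted P under 0.05, denitrification, adjusted P = 0.227, and 0.581 with an estimated correlation), and fry, which does not compare a list with other genes, passed 14. Splits of the arrays gave up to 2 lists by camera, in a count that the real 0 could not exceed (100 of 100).

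In warmed litterbags 0 of 6 members of the heat shock list passed over all families and 2 were higher when adjusted over the list alone, with log2 differences of 0.13 for DnaK (adjusted P = 0.130), 0.15 for GroES, and 0.059 for GroEL (adjusted P = 0.284). By camera 0 of 25 lists passed (2 at an unadjusted P under 0.05, heat shock with adjusted P = 0.250 and 0.432 with an estimated correlation, and nitrification with 0.315). By fry 3 passed, heat shock up (adjusted P = 0.00657), the glyoxylate cycle up (0.0133), and nitrification down (0.0249). Amoa had a log2 difference of -0.33 under warming (adjusted P = 0.128), and 1 of 2 nitrification genes was lower when adjusted over the list alone. Adjusted likewise, 2 of 12 oxygen stress genes were higher and 2 lower, 2 of 6 phosphate limitation genes higher and 1 lower, and 1 of 5 denitrification genes higher, where none passed over all families. Camera also passed 0 lists for warming in soil (1 at an unadjusted P under 0.05) and for the difference between both warming effects (3 at an unadjusted P under 0.05). Splits gave at most 1 list for warming in litterbags, 2 in soil, and 0 for the difference (1 with exchanges within pairs), so the real counts of 0 could not exceed them (100 of 100 each). Splits of the arrays gave at most 15 carbon families for warming in litterbags and 0 in soil, where the real counts were 0 (100 of 100 each). In soil, families passed in no split, by arrays (100 of 100) or by whole plots (35 of 35), and for the difference at most 1 did (2 with exchanges within pairs).

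Over the probes that changed or were found in 1 group, carbon families were higher in warmed litterbags, with a ln ratio of 1.10 over 632 carbon probes (0.660 to 1.54) and 1.67 for cellulose probes (1.14 to 2.19). These probes were chosen for differing between the same samples, so the sizes and intervals follow from that choice and are no test of warming. Over all cellulose probes the summed ln ratio had an upper 95% bound of 0.0338, so their summed score did not rise by that size. Scores are log-transformed and are not read as a fold of signal, so a rise of their DNA by that size was not tested. A candidate explanation for the ratios over selected probes is the number of detected probes. Carbon probes found only in warmed over those found only in control litterbags had a ratio of 6.08, and of 1.09 with the same number of brightest probes per array (137 and 126). For carbon probes as a whole a shift shared by all gene categories also stays open. Over probes of other categories chosen the same way, the ln ratio was 1.10 (1.09867, 95% interval 0.670 to 1.53). The larger ratio of cellulose probes, with an overlapping interval, cannot weigh that shift, since all these probes were chosen for differing. Of all cellulose probes, 17.1% were found only in warmed litterbags, against 13.0% of other probes.

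The higher dispersion in litterbags was weighed against depth. The pooling of years in a single centroid is argued against, since the difference by centroids of each year was 0.120. An unequal number of detected probes may account for part of it, since the difference was 0.0514 with the same number of brightest probes per array, a fraction of 0.435 of the whole. The remaining difference passed the permutation test (P = 0.001, the smallest possible), and a biological source such as uneven colonization was not tested.

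The summed cellulose share was higher in warmed litterbags by a ln ratio of 0.0197. A single array with a narrow range of scores, the warmed litterbag of plot 10 in 2017, is argued against, since the ratio over the other pairs was 0.0180. The number of detected probes stays a candidate explanation, since the ratio was -0.0294 with the same number of brightest probes per array. Warming itself stays open, and the ratio by plot means had an exact P of 0.0571, and of 0.125 within blocks, the smallest that 4 blocks allow.

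Of the genes of Table S2 not named before, fungal AceB (AceB_fungi) had a log2 difference of -0.078 between litterbags and soil (adjusted P = 0.147), Ligninase 0.11 (0.122), Pectinase 0.0082 (0.762), Pme_Cdeg 0.069 (0.0986), and Vana 0.027 (0.202). With fewer than 5 probes, Isopullulanase had a ln response ratio of 0.128 (95% interval 0.0160 to 0.239, adjusted P = 0.0574). Pel_Cdeg had -0.0975 (-0.193 to -0.0020, adjusted P = 0.0892) and Apu -0.127 (-0.374 to 0.120), and none of these passed. Lmo, named before for warming and with 4 probes, was lower in litterbags. Its ln response ratio was -0.359 (-0.495 to -0.223, adjusted P = 3.72e-06), higher in 4 of 24 pairs. The other scalings took families with at least 5 probes, so none was run for Lmo. The probe of Amyx was detected only in litterbags.

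Of the 4747 probes found only in warmed litterbags, 93.5% were detected in 4 to 6 of the 12 arrays and 36.9% in all 3 years. The 4 arrays with the most of them held 74.4% of their detections, and each of these arrays had at least 29805 detected probes. Among these 4 was the warmed litterbag of plot 10 in 2017, which held 3997 of them with 29805 detected probes. In 2016 the same plot held 2099 with 29976. The scores of the 2017 array had a narrow range, with a maximum over the median of 1.37. Its highest correlation with another array was 0.729, against a median of 0.883 over all pairs.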
